# Widespread roles for piRNAs and WAGO-class siRNAs in shaping the germline transcriptome of *Caenorhabditis elegans*

**DOI:** 10.1093/nar/gkz1178

**Published:** 2019-12-24

**Authors:** Kailee J Reed, Joshua M Svendsen, Kristen C Brown, Brooke E Montgomery, Taylor N Marks, Tarah Vijayasarathy, Dylan M Parker, Erin Osborne Nishimura, Dustin L Updike, Taiowa A Montgomery

## Abstract

Piwi-interacting RNAs (piRNAs) and small interfering RNAs (siRNAs) are distinct classes of small RNAs required for proper germline development. To identify the roles of piRNAs and siRNAs in regulating gene expression in *Caenorhabditis elegans*, we subjected small RNAs and mRNAs from the gonads of piRNA and siRNA defective mutants to high-throughput sequencing. We show that piRNAs and an abundant class of siRNAs known as WAGO-class 22G-RNAs are required for proper expression of spermatogenic and oogenic genes. WAGO-class 22G-RNAs are also broadly required for transposon silencing, whereas piRNAs are largely dispensable. piRNAs, however, have a critical role in controlling histone gene expression. In the absence of piRNAs, histone mRNAs are misrouted into the nuclear RNAi pathway involving the Argonaute HRDE-1, concurrent with a reduction in the expression of many histone mRNAs. We also show that high-level gene expression in the germline is correlated with high level 22G-RNA production. However, most highly expressed genes produce 22G-RNAs through a distinct pathway that presumably involves the Argonaute CSR-1. In contrast, genes targeted by the WAGO branch of the 22G-RNA pathway are typically poorly expressed and respond unpredictably to loss of 22G-RNAs. Our results point to broad roles for piRNAs and siRNAs in controlling gene expression in the *C. elegans* germline.

## INTRODUCTION

Piwi-interacting RNAs (piRNAs) and small interfering RNAs (siRNAs) are discrete classes of small RNAs with largely non-overlapping genetic requirements, but which share certain biological functions, such as transposon silencing (1–3). The extent to which piRNA and siRNA pathways intersect is not well understood in most animals, but in *Caenorhabditis elegans* the two pathways are tightly connected (1,2). *Caenorhabditis elegans* piRNAs are 21 nucleotides (nt) long and contain a 5′ uracil (U) (4–7). Each piRNA is processed from its own autonomous transcript (8,9). piRNAs associate with the Piwi protein PRG-1 within the germline where they engage in mRNA surveillance (4–6). It is not known if piRNAs directly silence their targets; however, piRNAs act as a potent trigger for siRNA production from target mRNAs (6,10–14). Secondary siRNAs produced from piRNA targets are 22 nt long, contain a 5′ guanine (G) and associate with several Argonautes in the worm-specific WAGO subfamily, and are thus commonly called WAGO-class 22G-RNAs (15). WAGO-class 22G-RNA production is correlated with RNA silencing. Thus, piRNAs presumably orchestrate RNA silencing by triggering the production of WAGO-class 22G-RNAs from target mRNAs.

A second class of 22G-RNAs associates with the Argonaute CSR-1 and acts seemingly in opposition to piRNAs to promote germline gene expression (16–19). WAGO- and CSR-1-class 22G-RNAs share many of the same genetic requirements but differ in their dependency on *mutator* (*mut*) genes for their formation (15,16,20). WAGO-class 22G-RNAs are synthesized by an RNA-dependent RNA polymerase, which functions as part of a protein complex that is seeded by the intrinsically disordered protein MUT-16 at the cytoplasmic surface of the nuclear envelope in structures called *Mutator* foci (21). *Mutator* foci are adjacent to P granules, germ granules in which much of the piRNA machinery is housed. Thus, the WAGO-class 22G-RNA machinery and the piRNA machinery reside in close proximity to one another but appear to occupy largely distinct compartments (4,5,21).

The 22G-RNAs produced from piRNA targets can provide a molecular readout for piRNA activity (10,13). However, the presence of WAGO-class 22G-RNAs is not in and of itself indicative of an mRNA having been targeted by piRNAs, as there are other mechanisms that can trigger mRNA entry into the WAGO-class 22G-RNA pathway (22). Furthermore, in some instances, piRNAs initiate WAGO-class 22G-RNA production but are then dispensable for continued propagation of 22G-RNAs from an mRNA target, which can persist in the absence of the piRNA trigger for multiple generations (11,12,14). Recently, an improved understanding of piRNA-target recognition rules and biochemical experiments to identify PRG-1 interacting mRNAs have revealed that piRNAs interact with essentially all germline mRNAs (23,24). However, in addition to CSR-1-class 22G-RNAs, at least two other mechanisms exist, both involving cis-acting sequence elements, to counter piRNA-mediated gene silencing, and thus it is not clear to what extent piRNAs regulate germline gene expression (23,25). Neither piRNAs nor WAGO-class 22G-RNAs are essential for development at favorable growth temperatures but mutations in core factors in the pathways, such as *prg-1* or *mut-16*, respectively, cause reduced fertility that is exacerbated at higher temperatures (4–6,20).

Attempts to identify the roles of piRNAs in regulating gene expression on a genome-wide scale have been limited in their scope and confounded by whole animal-based approaches that fail to account for the diminished germlines of piRNA-defective mutants (4,5,10,13,26,27). Furthermore, genomic approaches to identify the roles of WAGO-class 22G-RNAs in regulating gene expression are also needed to better understand RNA silencing in the germline. Here we explore the roles of piRNAs and WAGO-class 22G-RNAs in regulating gene expression in the adult germline through parallel mRNA and small RNA sequencing from dissected gonads of *prg-1* and *mut-16* mutants. The results provide a comprehensive analysis of gene regulation by piRNAs and WAGO-class 22G-RNAs, revealing extensive roles for the two classes of small RNAs in shaping the germline transcriptome and uncovering a complex relationship between small RNAs and mRNA expression.

## MATERIALS AND METHODS

### Strains

NL1810[mut-16(pk710) I] (28) and SX922[prg-1(n4357) I] (6) were outcrossed to wild type (N2) 1× just prior to expansion for gonad dissections and RNA sequencing. DUP178[*glh-1(sam24[glh-1::gfp::3xFlag]) prg-1(sam97[TagRFP::3xFlag::PRG-1])* I] (29) and USC717[*mut-16(cmp3[mut-16::gfp::3xFLAG + loxP])* I] (30) were used to examine PRG-1 and MUT-16 expression in animals at the stage in which gonad dissections were done. TAM24[*mut-16(ram18[ko(302–4051])* I], containing a 3750 bp deletion in *mut-16*, and TAM22[*prg-1(ram17[ko(615–2575)])* I] containing a 1,961 bp deletion in *prg-1*, were generated using CRISPR-Cas9 genome editing (31–33). Double strand breaks were induced on both the 5′ and 3′ ends of the respective genes by introducing a Cas9 ribonucleoprotein complex containing IDT Alt-R crRNAs (TAM24: ACCCCACCAGAAACGAUAC and CAACCUGCUUAUAAUCACGU; TAM22: UACAAUAUGAGCAUCUUGCC and GGUUCCACAGUUCGUCAACC). Double strand breaks were presumably repaired through endogenous non-homologous end joining mechanisms. Candidates were screened for large deletions using PCR and Sanger sequencing. TAM40[*prg-1(ram22[D583A])* I] was generated by introducing a Cas9 ribonucleoprotein complex containing an IDT Alt-R crRNA (UACCACGACUCGACAUUGAA), resulting in a double strand break adjacent to the D583 residue of the DDH catalytic site. Double strand breaks were repaired from a single stranded donor oligonucleotide (IDT Ultramer DNA Oligo: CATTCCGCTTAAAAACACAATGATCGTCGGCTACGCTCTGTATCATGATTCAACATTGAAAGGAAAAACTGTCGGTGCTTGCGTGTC) which introduced a point mutation that converts the aspartic acid residue to alanine. Silent mutations were introduced into the donor oligonucleotide to prevent re-cutting at the locus. Candidates were screened using PCR and Sanger sequencing.

### Gonad dissections

Gonads were dissected from gravid adults grown at 20°C for 68–70 h post L1 synchronization as described (34). The proximal arms of the gonads were discarded such that only the distal arms were captured.

### RNA isolation

Whole animals and dissected distal gonads (∼500 gonads per replicate, three replicates per strain) were collected into Trizol, flash frozen in liquid nitrogen, thawed, and subjected to two chloroform extractions followed by isopropanol precipitation overnight at −80°C.

### mRNA-seq libraries

Total RNA was depleted of ribosomal RNA using the Ribo-Zero rRNA Removal Kit (Illumina). rRNA-depleted RNA was size selected (>200 nucleotides) to remove 5S rRNA and tRNA using RNA Clean & Concentrator-5 Kit (Zymo Research). Sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB). All cDNA and PCR products were purified with AMPure XP beads. Samples were sequenced on an Illumina NextSeq 500 (High Output Kit, single-end, 75 cycles).

### mRNA-seq data analysis

Adapters and low-quality bases were removed from high-throughput sequencing reads using Trimmomatic v. 0.35 (35). Trimmed reads were mapped to the *C. elegans* genome (Wormbase release WS230) or transposon consensus sequences (36) using Star v. 2.5.0a (37). Reads from specific features were counted using RSEM v. 1.3.0 (38), except reads from transposon consensus sequences, which were counted with SAMtools (39). Differential expression analysis was done using DESeq2 v. 1.18.1 (40). In addition to the data reported here, RNA-seq libraries from *henn-1(pk2295)* mutant gonad samples were processed, normalized and analyzed in parallel and reported in Svendsen *et al.* (41). A 1.3 fold-change cutoff and a corrected *P*-value cutoff of 0.05 were applied when filtering for differentially expressed genes. Venn diagrams were drawn with BioVenn (42) and InteractiVenn (43). The plots modeled after UpSet plots were drawn in Adobe Illustrator (44). All other plots were drawn in R, Excel and IGV (45). See Supplementary Table S1 for additional details.

### Small RNA-seq libraries

16–30-nt RNAs were size selected on 17% polyacrylamide/urea gels. Purified small RNAs were treated with RNA polyphosphatase (Illumina) to reduce 5′ di- and triphosphates to monophosphates to enable 3′ adapter ligation to 22G-RNAs. Sequencing libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB). PCR amplicons were size selected on 10% polyacrylamide gels. Samples were sequenced on an Illumina NextSeq 500 (High Output Kit, single-end, 75 cycles).

### Small RNA-seq data analysis

Small RNA sequences were parsed from adapters and trimmed reads with >1 base having a Phred quality score <30 were discarded. The remaining reads were mapped to the *C. elegans* genome (Wormbase release WS230) using CASHX v. 2.3 (46) or transposon consensus sequences (36) using Bowtie2 (47). Imperfectly matching reads were discarded. Reads from specific features were counted using custom Perl scripts and SAMtools (39). Small RNA features were classified as described (48). Differential expression analysis was done using DESeq2 v. 1.18.1 (40). In addition to the data reported here, RNA-seq libraries from *henn-1(pk2295)* mutant gonad samples were processed, normalized, and analyzed in parallel and reported in Svendsen *et al.* (41). A 1.3 fold-change cutoff and a corrected *P*-value cutoff of 0.05 were applied when filtering for differentially expressed small RNAs. Custom Perl and Python scripts, R, Excel and IGV were used for all other data analyses and for drawing plots. See Supplementary Table S1 for additional details. The HRDE-1 co-IP data analysis was described previously (49).

### Imaging

Adult stage *C. elegans* expressing GLH-1::GFP and RFP::PRG-1 or MUT-16:GFP were imaged on a Zeiss Axio Imager Z2 microscope after immobilization in 25 uM sodium azide.

### Quantitative RT-PCR

Total RNA from whole adult stage animals (72 h post L1 synchronization) was treated with Turbo DNase (ThermoFisher) and subjected to reverse transcription using SuperScript III (ThermoFisher) and random hexamer primers. qRT-PCR was done using iTaq Universal SYBR Green Supermix (Bio-Rad) and primers complementary to the *his-10* family, which also includes *his-14* and *his-26* (CATCCAAGGTATCACCAAGCCG and GTATGTGACGGCATCACGGATC), and the *his-12* family, which also includes *his-43* and *his-16* (CCCAAGACATCTTCAACTTGCC and CTCCTCCTTGAGCGATTGTG). Because of the similarity in histone genes, we cannot rule out that additional histones with near perfect complementarity to the primer sequences were not also amplified. Average Ct values were calculated for three biological replicates with 3–6 technical replicate PCRs done in parallel. Relative histone mRNA levels were calculated using the 2^−ddCt^ method (50). *rpl-32* levels were used for normalization.

### Statistical analysis

Benjamin-Hochberg corrected *P*-values are reported for all differential expression analysis. An arbitrary 1.3 fold-change and false discovery rate of 0.05 was applied when interpreting differentially expressed features, unless otherwise indicated. A hypergeometric test was used to assess statistical significance in the overlap of gene lists. Two-sample *t*-tests were used when comparing total mRNA or small RNA reads between different histone families and a Bonferroni correction was applied to account for multiple comparisons. *P*-values for qRT-PCR assays were calculated using Tukey HSD tests assessing all possible pairwise comparisons. Only *P*-values for relevant comparisons are reported.

## RESULTS

### High-throughput sequencing of mRNAs and small RNAs from adult gonads

piRNAs and WAGO-class 22G-RNAs are both required for optimal fertility but their impact on endogenous mRNA expression is not well understood (4–6,20). To explore the roles of piRNAs and WAGO-class 22G-RNAs in regulating gene expression in the *C. elegans* germline, we isolated RNA from gonads dissected from adult wild type animals and from *prg-1(n4357)* and *mut-16(pk710)* mutants. Our samples contained the distal arms of the gonad that are comprised of both mitotic and meiotic germ cells but excluded the proximal arms that contain the oocytes and sperm (Figure 1A). Total RNA >200 nt long was depleted of ribosomal RNAs and subjected to high-throughput sequencing. In parallel, we also sequenced 16–30 nt small RNAs. To categorize mRNAs and small RNAs enriched or depleted in the dissected distal gonad arms relative to whole animals, we also subjected RNA from a subpopulation of our wild type whole animals to RNA-seq (Supplementary Table S1).

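The mRNAs of the mutated genes were read first. *prg-1* encodes the Argonaute that binds piRNAs, and its mRNA was at 10550 ± 600 normalized reads in wild type distal gonads, 5414 ± 802 in *prg-1* gonads and 8108 ± 79.5 in *mut-16* gonads (mean ± SD, n = 3). *mut-16* encodes the protein around which the 22G-RNA amplification machinery assembles, and its mRNA was at 2069 ± 17.9 in wild type, 949.9 ± 25.7 in *mut-16* and 1996 ± 79.0 in *prg-1* gonads. Both mRNAs were more abundant in the dissected arms than in whole animals, in a comparison scaled on its own. *prg-1* mRNA was at 10400 ± 601 in wild type gonads and 5255 ± 487 in whole animals (log2 change 0.99, adjusted p = 4.3e-06, limma), and *mut-16* mRNA was at 2040 ± 50.3 and 1417 ± 144 (0.53, adjusted p = 0.00025, limma).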

**Figure 1.**
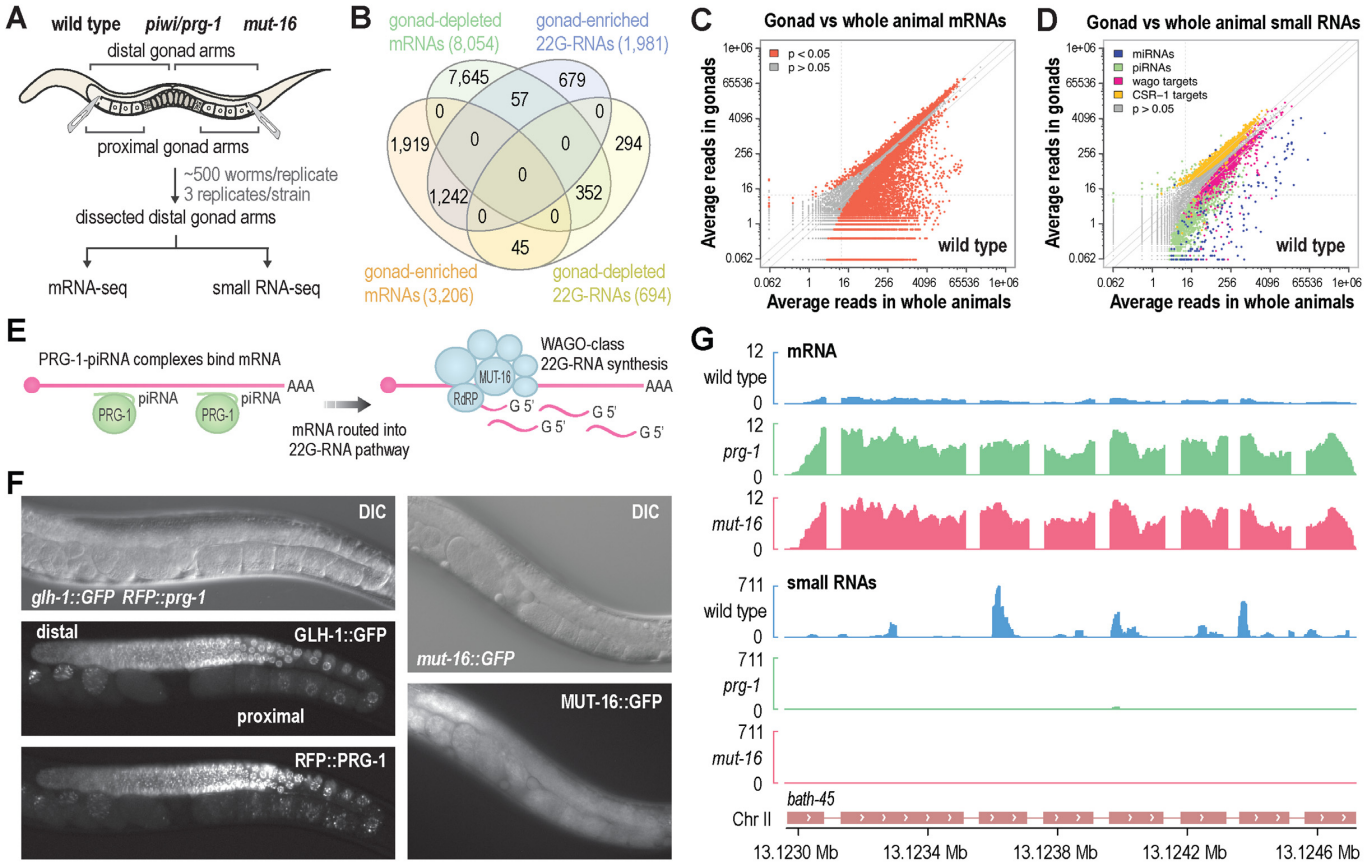
Small RNA and mRNA sequencing on whole animals and dissected gonads. (**A**) Gonads were dissected and proximal gonad arms removed from wild type animals and *prg-1(n4357)* and *mut-16(pk710)* mutants. RNA from distal gonad arms, as well as a subpopulation of wild type whole animals, was subjected to small RNA and mRNA high-throughput sequencing. (**B**) Overlap between mRNAs and 22G-RNAs enriched in distal gonads or whole animals based on a corrected p-value cutoff of 0.05 and a 1.3-fold change cutoff. (**C**) Scatter plot displaying each mRNA as a function of average normalized reads in gonads (y-axis) versus whole animals (x-axis) (*n* = 3 biological replicates). (**D**) Scatterplot displaying each small RNA feature (miRNA, piRNA, WAGO-class 22G-RNA locus, and CSR-1-class 22G-RNA locus) as a function of average normalized reads in distal gonads (y-axis) versus whole animals (x-axis) (*n* = 3 biological replicates). (**E**) Model showing piRNAs bound to Piwi/PRG-1 directing their mRNA targets into the RNAi pathway in which an RNA-dependent RNA polymerase, in a complex with MUT-16 and other mutator proteins, synthesizes 22G-RNAs antisense to the mRNA target that will go on to bind WAGO subfamily Argonautes. (**F**) RFP::PRG-1 and MUT-16::GFP expression in adult animals at the same age as the animals used in the gonad dissections illustrated in (A). GLH-1::GFP is shown as a germ cell marker. The distal and proximal gonad arms are indicated. (**G**) mRNA and small RNA read distribution across a well-characterized piRNA and 22G-RNA target gene, *bath-45*, in wild type animals and *prg-1(n4357)* and *mut-16(pk710)* mutants. For simplicity, strandedness is not shown.

We then compared gene expression in our wild type gonad and whole animal libraries to identify mRNAs and small RNAs predominantly expressed in the distal germline. An arbitrary false discovery rate of 0.05 was applied for reporting misregulated genes throughout this study. Additionally, a 1.3-fold-change cutoff was applied when reporting differentially expressed small RNAs and mRNAs, which excluded many misregulated genes based on a *P*-value cutoff of 0.05 but is more likely to reflect biologically relevant changes in expression. We identified 3206 annotated mRNAs and 1981 annotated 22G-RNA loci enriched in our distal gonad libraries, of which 1242 corresponded to a common set of genes (Figure 1B–D and Supplementary Tables S2 and S3). 

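The meiotic genes give a first view of this enrichment. *htp-1*, which encodes a protein of the meiotic chromosome axis, was at 4390 ± 213 normalized mRNA reads in gonads and 1871 ± 84.8 in whole animals (mean ± SD, n = 3; log2 change 1.23, adjusted p = 2.8e-07, limma). *gld-1*, which encodes a translational repressor of early meiotic germ cells, was at 2948 ± 365 and 1311 ± 166 (1.17), and the kinesin gene *klp-10* was at 4123 ± 112 and 1130 ± 73.5 (1.87). Of 29 meiotic chromosome genes, 27 were higher, 0 lower and 2 had no call, with 27 higher when adjusted over the list alone (limma camera adjusted p = 8.55e-10, and adjusted p = 0.287 with an estimated correlation). Of 34 oocyte and eggshell genes, 30 were higher, 2 lower and 2 had no call, with 30 higher and 2 lower over the list alone (camera adjusted p = 9.92e-09, and adjusted p = 0.477 with an estimated correlation). Across 12761 mRNAs tested, 3325 were higher in gonads at an adjusted p below 0.05 and a fold change of at least 1.3, and 2188 22G-RNA loci were higher, with 1355 genes in both sets. With library totals made equal, the median mRNA change of all genes shifted by -0.12 log2.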

8054 mRNAs were reduced in our distal gonad libraries relative to whole animals and are thus predominantly expressed in the soma or gametes (Figure 1B and C and Supplementary Table S4). 

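Genes of the intestine set the scale of this depletion. *lys-4*, which encodes a lysozyme, was at 0.897 ± 0.86 normalized mRNA reads in gonads and 9222 ± 1720 in whole animals (mean ± SD, n = 3; log2 change -12.35, adjusted p = 3.3e-08, limma), and *spp-5*, which encodes a saposin-like antimicrobial peptide, was at 0.611 ± 0.533 and 6179 ± 1540 (-11.94). Of 16 intestine markers, 0 were higher, 16 lower and 0 had no call, with 16 lower over the list alone (median log2 change -9.74, limma camera adjusted p = 2.35e-05, and adjusted p = 0.427 with an estimated correlation). Of 13 muscle markers, 0 were higher, 13 lower and 0 had no call, with 13 lower over the list alone (median -5.43, camera adjusted p = 0.000282, and adjusted p = 0.427 with an estimated correlation). The major sperm protein genes were lower too, at a smaller scale: of 27 tested, 0 were higher, 25 lower and 2 had no call, with 27 lower over the list alone (median -2.49, limma camera adjusted p = 0.0777). In all, 6707 mRNAs were lower in gonads than in whole animals.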

The majority of miRNAs (181), and many WAGO-class 22G-RNAs (672) and piRNAs (1523), were depleted in the distal gonad samples, indicating that they are preferentially expressed in either somatic or gametic cells (Figure 1D and Supplementary Table S5). 

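The muscle miRNA miR-1-3p was at 9.26 ± 4.14 normalized reads in gonads and 5889 ± 2900 in whole animals (mean ± SD, n = 3; log2 change -9.13, adjusted p = 4.4e-06, limma). miR-236-3p was at 0.553 ± 0.157 and 2010 ± 1020 (-10.18), and miR-85-3p was at 0.767 ± 0.645 and 1436 ± 448 (-9.68). Of 7 miRNAs with named somatic tissues, 0 were higher, 7 lower and 0 had no call, with 7 lower over the list alone (limma camera adjusted p = 8.64e-08, and adjusted p = 0.033 with an estimated correlation). Some of these miRNAs were taken from the study itself and are not independent evidence. Of 138 miRNAs tested, 127 were lower and 3 higher, with 127 and 3 over the class alone, and miRNAs made up 1.65 ± 0.17% of the deposited values in gonads and 27.7 ± 2.61% in whole animals. Of 1253 piRNAs tested, 670 were lower and 99 higher, with 673 and 101 over the class alone, and the count of lower piRNAs was 1147 with no low-value filter and 1317 with a mean normalized count over 1. 21ur-7530 was an exception, at 143 ± 25.3 in gonads and 7.90 ± 3.55 in whole animals (4.09, adjusted p = 0.00015, limma). Among 2421 WAGO-class loci, 843 were lower and 132 higher (812 lower over the class alone), and 525 were lower with library totals made equal.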

Given that piRNAs are primarily expressed in germ cells, it is likely that those that were depleted in distal gonads tend to be expressed more highly in sperm and oocytes. 

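*glh-2*, which encodes a germline RNA helicase of P granules, yielded 469.7 ± 40.4 normalized 22G-RNA reads in gonads and 176 ± 39.0 in whole animals (mean ± SD, n = 3; log2 change 1.43, adjusted p = 0.0006, limma). 22G-RNAs of *csr-1*, which encodes the Argonaute that binds CSR-1-class 22G-RNAs, were at 1960 ± 41.4 and 894 ± 146 (1.14, adjusted p = 0.00042, limma), and those of *egg-5*, an eggshell gene, were at 1824 ± 79.9 and 673 ± 121 (1.45). Of 3379 CSR-1-class loci tested, 2059 were higher in gonads and 29 lower, with 2083 and 31 over the class alone. Of the 2293 small RNAs higher in gonads, 89.8% (95% interval 88.5-91.0%) were CSR-1 class, a share that ran from 86.4 to 92.6% when each library was left out in turn. Another 1669 small RNAs were lower. With library totals made equal the split was 3210 higher and 1216 lower, the median change of all small RNAs shifted by 0.29 log2, and the CSR-1-class share was 82.2%. With TMM scaling the median shifted by 0.12 log2.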

The vast majority (∼95%) of small RNAs enriched in the distal gonad libraries were CSR-1 class 22G-RNAs, indicating that their expression is highest in non-gametic germ cells (Figure 1D and Supplementary Table S3).

These datasets enable parallel analysis of small RNA and mRNA expression in the distal gonad, thereby establishing a valuable framework for exploring the roles of small RNAs in gene regulation in the distal germline. The data can be visualized in Integrative Genomics Viewer and is available for download as a user-friendly standalone session at https://www.montgomerylab.org/resources.html (51).

### Gonad-seq on *prg-1* and *mut-16* mutants

PRG-1 is the only known binding partner of piRNAs in *C. elegans*, and in *prg-1* mutants, piRNAs are lost (4–6). Mutations in *mut-16*, a gene required for the formation of the RNA-dependent RNA polymerase complex that synthesizes 22G-RNAs, abolish WAGO-class 22G-RNA production downstream of piRNAs and other primary small RNAs (Figure 1E) (20,21). *prg-1* was expressed throughout the germline at the stage in which we collected animals for gonad dissections and displayed an almost identical expression pattern to that of *glh-1*, a major P granule component and germ cell marker (Figure 1F) (29). *mut-16* was also expressed throughout the gonad but was not obviously enriched in the germline relative to somatic tissues, consistent with its presumably ubiquitous role in RNAi and WAGO-class 22G-RNA pathways (Figure 1F) (20,21,30). Using our RNA-seq datasets from *prg-1* and *mut-16* mutant distal gonads, we assessed the roles of piRNAs and WAGO-class 22G-RNAs in regulating gene expression in the distal germline. As proof of principle, we examined small RNA and mRNA read distribution across *bath-45*, a relatively well characterized piRNA target that produces high levels of WAGO-class 22G-RNAs (10,11,13). 

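*bath-45*, which encodes a protein with BATH and BTB domains, shows both sides of the pathway in these samples. Its 22G-RNAs were at 24200 ± 713 normalized reads in wild type gonads, 1516 ± 107 in *prg-1* gonads and 215.5 ± 8.09 in *mut-16* gonads (mean ± SD, n = 3). The log2 change was -4.0 in *prg-1* (adjusted p = 5.5e-11, limma) and -6.80 in *mut-16* (adjusted p = 4.8e-13, limma). Its mRNA rose from 213.3 ± 24.1 normalized reads in wild type to 1959 ± 79.7 in *prg-1* (log2 change 3.20, adjusted p = 1e-08, limma) and to 2277 ± 81.0 in *mut-16* (3.42, adjusted p = 1.3e-09, limma).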

Consistent with previous studies, *bath-45*-derived 22G-RNAs were lost in *prg-1* and *mut-16* mutants, whereas mRNA levels were upregulated ∼10-fold (Figure 1G). Thus, our data faithfully reflects previous studies, thereby enabling us to assess more broadly the roles of piRNAs and WAGO-class 22G-RNAs in regulating gene expression in the distal germline. The *prg-1* and *mut-16* datasets used in this study are also available for download and visualization at https://www.montgomerylab.org/resources.html.

### Widespread gene misexpression in the distal gonads of *prg-1* and *mut-16* mutants

We first did a general analysis of small RNA and mRNA misexpression in the distal gonads of piRNA and WAGO-class 22G-RNA defective mutants, focusing initially on *prg-1* and the piRNA pathway. In *prg-1(n4357)* mutants, ∼66% of annotated WAGO targets were depleted of 22G-RNAs and nearly all piRNAs were lost, consistent with whole animal studies (Figure 2A and Supplementary Tables S6 and S7) (10,13). 

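The largest losses in *prg-1* gonads were near complete. 22G-RNAs of F46F2.4 were at 1.79 ± 1.58 normalized reads in *prg-1* gonads and 3594 ± 428 in wild type (mean ± SD, n = 3; log2 change -10.55, adjusted p = 3.7e-08, limma), and those of C09G1.3 were at 0.721 ± 1.25 and 1325 ± 103 (-9.82). *parn-1* encodes a ribonuclease that trims piRNA 3′ ends, and its 22G-RNAs fell from 4200 ± 32.1 to 716.6 ± 8.54 (-2.55). 22G-RNAs of *ceh-44*, which encodes a homeodomain protein, were at 44190 ± 2010 in *prg-1* and 688 ± 553 in wild type (6.29, adjusted p = 3.7e-05, limma). Of 2394 WAGO-class loci tested, 1387 were lower in *prg-1* (57.9%, 95% interval 55.9-59.9%) and 387 higher, with 1388 and 389 over the class alone. Of 1984 piRNAs tested, 1975 were lower (99.5%, 99.1-99.8%) and 4 higher, with 1976 and 4 over the class alone. The share of piRNAs lower was 38.8% with no low-value filter and 74.4% with a mean normalized count over 1, where more low piRNAs are counted. It was 27.8% with DESeq2 on recovered reads, chosen after the values were seen. That share is over every piRNA with any recovered read, and those without an adjusted p count as not lower. As a class, piRNAs made up 3.3% of the wild type values and 0.03% of the *prg-1* values. The higher calls depend on scaling: over all small RNAs 1228 were higher and 3798 lower, against 537 and 4753 with library totals made equal, 624 and 4481 with TMM scaling, and 125 and 7057 with TMM over miRNAs only. The median change of all small RNAs shifted by -0.31, -0.26 and -1.23 log2 under these scalings.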

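*parn-1* mRNA rose as its 22G-RNAs fell, from 1554 ± 73.1 normalized reads in wild type gonads to 4279 ± 153 in *prg-1* gonads (mean ± SD, n = 3; log2 change 1.46, adjusted p = 2.6e-08, limma). *egg-5* encodes a pseudophosphatase that acts at the egg-to-embryo transition, and its mRNA rose from 10710 ± 432 to 19380 ± 1480 (0.85, adjusted p = 4.2e-06, limma), while its 22G-RNAs were at 4752 ± 128 in wild type and 2863 ± 161 in *prg-1* (-0.73, adjusted p = 9.3e-07, limma). mRNA of *rme-2*, which encodes the yolk receptor of oocytes, was lower, at 24670 ± 456 in *prg-1* and 33300 ± 542 in wild type (-0.43, adjusted p = 5.2e-05, limma). Of 9943 mRNAs tested in *prg-1* gonads, 2063 were higher and 948 lower by at least 1.3-fold, and 2417 and 1817 without a fold cutoff.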

Within our mRNA sequencing datasets, 2517 genes were upregulated and 968 genes were downregulated in *prg-1* mutants relative to wild type after applying an arbitrary 1.3-fold-change cutoff (*P* < 0.05) (Figure 2B and Supplementary Tables S8 and S9). By extension, ∼26% of the 13 367 distal germline expressed genes (mRNAs we captured with a base mean number of reads > 1) were misregulated in *prg-1* mutants. 

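The same calls can be set against the genes that reach a mean of 1 normalized read. In the deposited values 13283 genes did so in the gonad libraries, and the 3011 mRNAs called in *prg-1* are 22.7% of them (95% interval 22.0-23.4%). The share ran from 20.3 to 23.3% when each wild type or *prg-1* library was left out in turn. It was 26.5% when every gene with a mean normalized count over 1 was tested and 31.9% with no fold cutoff. In 5365 of the 9943 mRNAs tested (54.0%), all 3 *prg-1* libraries lay above or below all 3 wild type libraries, where chance alone gives 10%.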

Among the differentially expressed genes, the majority corresponded to predicted or validated coding genes, many of which are annotated as causing lethality or sterility when knocked down or mutated (Figure 2C). These results point to broad roles for piRNAs in shaping the germline transcriptome and suggest that their functions extend far beyond their well-known roles in silencing non-self and aberrant genes.

**Figure 2.**
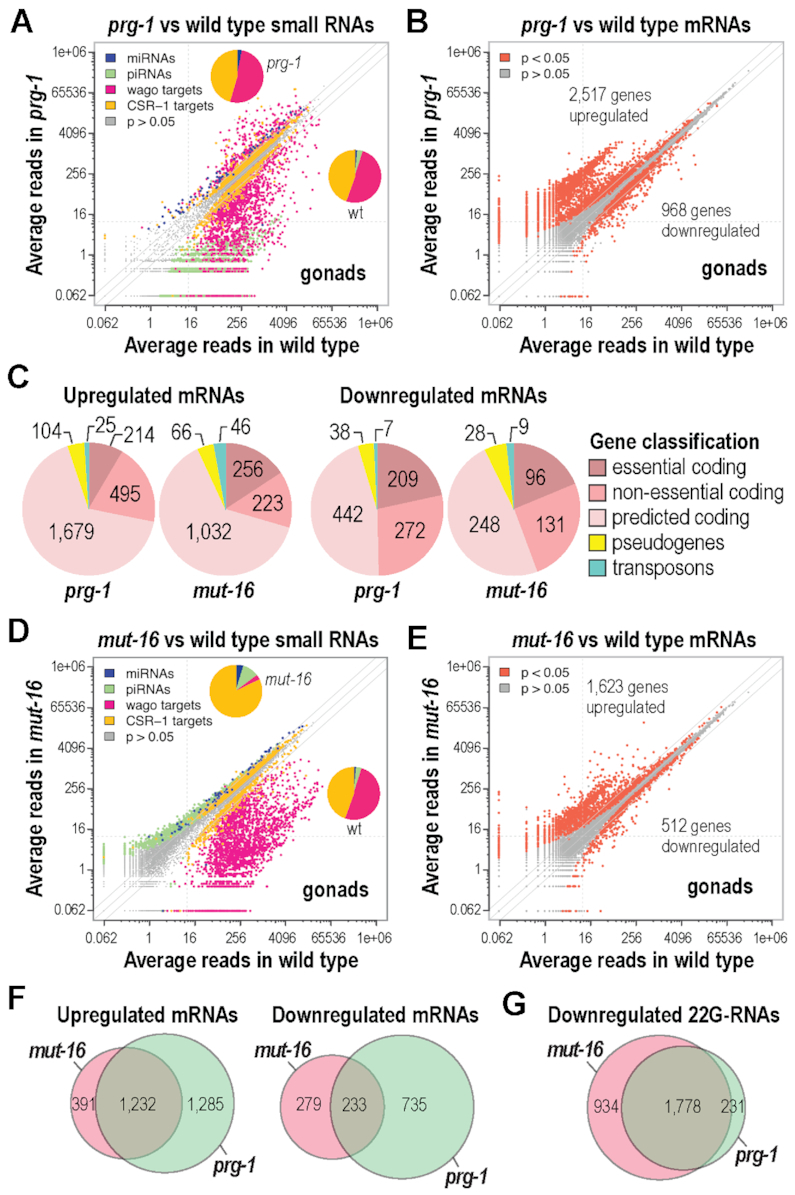
High-throughput sequencing of mRNAs and small RNAs from the distal gonads of *prg-1* and *mut-16* mutants. (**A**) Scatterplot displaying each small RNA feature (miRNA, piRNA, WAGO-class 22G-RNA locus, and CSR-1-class 22G-RNA locus) in *prg-1(n4357)* (y-axis) versus wild type (x-axis). Inset pie charts display the proportion of each class of small RNAs within each library. (**B**) Scatterplot displaying each mRNA as a function of average normalized reads in *prg-1(n4357)* (y-axis) versus wild type (x-axis). The numbers of genes misexpressed are shown. (**C**) Pie charts showing the classification of mRNAs differentially expressed (*P* < 0.05, fold-change > 1.3) in *prg-1(n4357)* and *mut-16(pk710)* mutants. (**D**) Scatterplot displaying each small RNA feature, as in (A), in *mut-16(pk710)* (y-axis) versus wild type (x-axis). Inset pie charts display the proportion of each class of small RNAs within each library. (**E**) Scatterplot displaying each mRNA as a function of average normalized reads in *mut-16(pk710)* (y-axis) versus wild type (x-axis). The numbers of genes misexpressed are shown. (**F**) Overlap in upregulated and downregulated mRNAs (*P* < 0.05, fold-change > 1.3) between *prg-1(n4357)* and *mut-16(pk710)* mutants. (**G**) Overlap in downregulated 22G-RNAs (*P* < 0.05, fold-change > 1.3) between *prg-1(n4357)* and *mut-16(pk710)* mutants.

We then assessed the role of *mut-16* and thus the WAGO-class 22G-RNA pathway in regulating gene expression in the distal gonad. As predicted based on previous studies exploring small RNA expression in whole animals, WAGO-class 22G-RNAs were strongly depleted in *mut-16* mutants (Figure 2D and Supplementary Tables S10 and S11) (20,21,52). However, there was also a modest reduction in 22G-RNAs levels for 341 CSR-1 target genes, possibly because of competition between the WAGO-class Argonautes and CSR-1 such that some mRNAs are targeted by both pathways (Figure 2D and Supplementary Table S10) (52). 

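*eri-6* encodes part of a helicase of the endogenous RNAi pathway, and its 22G-RNAs fell from 29710 ± 798 normalized reads in wild type gonads to 926 ± 137 in *mut-16* gonads (mean ± SD, n = 3; log2 change -5.01, adjusted p = 2e-10, limma). 22G-RNAs of C09G1.3 were at 0.328 ± 0.568 in *mut-16* gonads (-10.04, adjusted p = 1.8e-08, limma), and those of *parn-1* were at 1008 ± 11.3 (-2.06). Of 2394 WAGO-class loci tested, 0 were higher, 2387 lower and 7 had no call, with 2387 lower over the class alone (median log2 change -5.58). These loci are labelled mut in the deposited annotation. If that label was set by loss in mutator mutants, which was not checked, their fall here is partly built in. WAGO-class loci made up 50.6 ± 1.34% of the deposited small RNA values in wild type gonads and 3.11 ± 0.43% in *mut-16* gonads, and CSR-1-class loci 44.5 ± 1.18% and 82.2 ± 5.73%.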

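*csr-1* itself was one of the CSR-1-class loci with fewer 22G-RNAs, at 2728 ± 178 normalized reads in *mut-16* gonads and 5110 ± 147 in wild type (mean ± SD, n = 3; log2 change -0.91, adjusted p = 6e-07, limma). With library totals made equal its change was -0.27, with no call. 22G-RNAs of *mut-16* were at 245.9 ± 30.3 and 816 ± 30.9 (-1.73, adjusted p = 2.3e-08, limma). Of 3555 CSR-1-class loci tested, 307 were lower and 1275 higher, with 303 and 1270 over the class alone. Across all small RNAs, 1905 were higher and 2698 lower. The splits were 5049 and 2422 with library totals made equal, 547 and 2981 with TMM scaling, and 31 and 3968 with TMM over miRNAs only, with shifts of the median of all small RNAs of 0.63, -0.29 and -1.02 log2. The CSR-1-class loci moved with them, to 79, 582 and 1524 lower and 2957, 262 and 1 higher, and edgeR on recovered reads gave 500 lower and 391 higher. The paper proposes that WAGO-class Argonautes and CSR-1 compete for some mRNAs, which would place the same mRNA in both pathways.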

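The largest mRNA gains in *mut-16* gonads were at genes nearly silent in wild type. Y23H5A.8 mRNA was at 3163 ± 398 normalized reads in *mut-16* and 20.1 ± 1.51 in wild type (mean ± SD, n = 3; log2 change 7.22, adjusted p = 1.1e-09, limma), and that of *sosi-1* was at 2780 ± 170 and 29.5 ± 9.68 (6.57, adjusted p = 1.7e-07, limma). *parn-1* mRNA rose to 4163 ± 106 (1.42). *eri-7* encodes the other part of the helicase made together with *eri-6*, and its mRNA fell from 1853 ± 86.7 to 254 ± 16.6 (-2.86, adjusted p = 1.8e-08, limma), while *csr-1* mRNA fell from 11020 ± 305 to 7986 ± 68.5 (-0.46, adjusted p = 4.8e-05, limma). Of 9943 mRNAs tested, 1544 were higher and 457 lower by at least 1.3-fold, and 1842 and 1252 without a fold cutoff. The count of higher mRNAs fell when some single libraries were left out. It was 851 without wild type replicate 1, 736 without wild type replicate 3, 902 without *mut-16* replicate 1 and 670 without *mut-16* replicate 2. Without wild type replicate 2 it was 1542.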

In our mRNA-sequencing libraries, we identified 1623 genes upregulated and 512 genes downregulated >1.3-fold in distal gonads dissected from *mut-16(pk710)* mutants relative to wild type gonads (Figure 2E and Supplementary Tables S12 and S13). Similar to *prg-1* mutants, most genes misexpressed in *mut-16* mutants are annotated as protein coding genes and many are annotated as being essential for survival or fertility (Figure 2C). We conclude that, like piRNAs, WAGO-class 22G-RNAs have widespread roles in regulating gene expression in the germline.

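The paper concludes that WAGO-class 22G-RNAs regulate germline genes broadly, reasoning from the number of mRNAs called in *mut-16* gonads. Those calls are 20.1% of the mRNAs tested, against 30.3% in *prg-1* gonads. With each library left out in turn, mRNAs higher in *mut-16* ran from 670 to 1542, against 1544 with all libraries, and the ratio of calls in *prg-1* to those in *mut-16* from 1.38 to 3.01.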

Next we compared the overlap in mRNAs and small RNAs misexpressed in *prg-1* and *mut-16* mutants. Because piRNAs trigger WAGO-class 22G-RNA production from target mRNAs, we predicted similar effects on gene expression in *prg-1* and *mut-16* mutants. Indeed, there was considerable overlap in the mRNAs upregulated or, to a lesser degree, downregulated in *prg-1* and *mut-16* mutants, although many genes were uniquely affected in one strain or the other (Figure 2F). It is not unexpected that mutations in *mut-16* would affect a subset of mRNAs not affected by *prg-1*, as WAGO-class 22G-RNA production can be triggered through piRNA-independent mechanisms (22). However, it is surprising that ∼60% more mRNAs were misregulated in *prg-1* mutants than in *mut-16* mutants, given that piRNAs are thought to function exclusively through the WAGO-class 22G-RNA pathway (10,13). It is possible that piRNAs function in two distinct modes, one of which is not dependent on the WAGO-class 22G-RNA pathway for target regulation. Nonetheless, consistent with the characterized role of piRNAs in triggering WAGO-class 22G-RNA production, ∼89% of loci depleted of 22G-RNAs in *prg-1* mutants were also depleted in *mut-16* (Figure 2G).

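*parn-1* and *bath-45* were among the mRNAs higher in both mutants, while *sosi-1* was at 65.4 ± 15.3 normalized reads in *prg-1* gonads, lower than in *mut-16* gonads (mean ± SD, n = 3; log2 change -5.41, adjusted p = 6.7e-07, limma). In all, 1200 mRNAs were higher in both mutants, which is 58.2% of those higher in *prg-1* and 77.7% of those higher in *mut-16*, and 204 were lower in both (21.5% and 44.6%). Another 54 were called in opposite directions. Both mutants were compared with the same 3 wild type libraries, which alone creates overlap. Simulated groups without any change, given lists of the same sizes, shared 755.2 higher and 199.6 lower mRNAs, against 320.4 and 43.6 for independent lists. At the thresholds for a call the same simulated groups shared 0 mRNAs in either direction. The simulated libraries were drawn independently, while measured residuals of equal replicate number correlate by 0.124 to 0.547 between wild type and *mut-16*. With a simulated correlation of 0.343, chosen after the values were seen, lists of the same sizes shared 667.1 and 167.5. The correlation of the 2 log2 changes across genes was 0.841 against 0.499 in the simulation, and the covariance was 1.4263 against 0.069. Genes are not independent replicates. The count of mRNAs higher in both was 560 without wild type replicate 1, 476 without wild type replicate 3, 637 without *mut-16* replicate 1 and 430 without *mut-16* replicate 2. The count lower in both was 127 without wild type replicate 1.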

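Tested against each other, the mutants differed in 1530 of 9943 mRNAs, 577 higher and 953 lower in *prg-1* than in *mut-16* gonads. *egg-5* was at 9113 ± 217 normalized reads in *mut-16* gonads and was higher in *prg-1* (mean ± SD, n = 3; log2 change 1.09, adjusted p = 7.1e-07, limma). Y23H5A.8 was at 38.6 ± 7.93 in *prg-1* gonads and was lower there than in *mut-16* (-6.33, adjusted p = 3e-09, limma). The 577 higher mRNAs became 374 without *mut-16* replicate 1 and 966 without *prg-1* replicate 1. The ratio of mRNAs called in *prg-1* to those called in *mut-16* was 1.50. It was 2.29 without wild type replicate 1, 2.59 without wild type replicate 3, 2.33 without *mut-16* replicate 1 and 3.01 without *mut-16* replicate 2, because the *mut-16* count falls in these fits. The paper proposes from the larger *prg-1* count that piRNAs have a mode of action that does not use WAGO-class 22G-RNAs.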

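Of the 1820 22G-RNA loci lower in *prg-1* gonads, 1571 were also lower in *mut-16* gonads (86.3%, 95% interval 84.7-87.9%), where 824.2 are expected for independent lists among 5949 loci tested and 1257.7 are shared in simulated unchanged groups with the same wild type libraries and list sizes, a simulation chosen after the values were seen. In the other direction the 1571 are 58.3% of the 2694 loci lower in *mut-16*. C09G1.3 and *bath-45* belong to this shared set. *eri-6* shows the part lost only in *mut-16*, with a change of -0.06 in *prg-1* (adjusted p = 0.68, limma). The shared share was 61.2% with library totals made equal, 78.9% with TMM scaling and 65.7% with TMM over miRNAs only. Among all 8031 small RNAs the number lower in both was 1571 as well, where independent lists give 1275.9 and simulated unchanged groups with the same wild type libraries and list sizes give 1883.7. At the thresholds for a call these unchanged groups shared a mean of 0.01 lower small RNAs. Across these small RNAs, piRNAs included, the log2 changes of the 2 mutants had a correlation of 0.026 against 0.497 in simulated unchanged groups with the same wild type libraries. Genes and piRNAs are not independent replicates.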

We were not able to identify any high-confidence features uniquely associated with the genes specifically upregulated in only one of the two strains. However, ∼10% of the genes uniquely upregulated in *mut-16* mutants are annotated as transposons suggesting that *mut-16* may be more broadly required for transposon silencing than *prg-1*. 

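Of 344 mRNAs higher in *mut-16* and not in *prg-1*, 21 are annotated as transposons (6.1%, 95% interval 3.8-9.2%). Of 863 higher in *prg-1* and not in *mut-16*, 6 are (0.7%, 0.3-1.5%). Among all 68 annotated transposons with enough signal to test, 30 were higher and 5 lower in *mut-16* gonads, and 15 were higher and 1 lower in *prg-1* gonads. The share among mRNAs higher in *mut-16* alone was 5.4% with library totals made equal and 3.7% with no fold cutoff. That in *prg-1* alone was 0.0% with only the 2 groups compared. The paper proposes from its share that *mut-16* is needed more widely than *prg-1* to silence transposons.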

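*meg-1* and *meg-2* encode related proteins of embryonic P granules, and their mRNAs were lower in *prg-1* gonads. *meg-1* was at 656 ± 51.9 normalized reads in *prg-1* and 1917 ± 78.2 in wild type (mean ± SD, n = 3; log2 change -1.55, adjusted p = 2.4e-07, limma), and *meg-2* at 101 ± 8.41 and 183 ± 22.3 (-0.85, adjusted p = 0.0035, limma). *meg-3*, which encodes a protein needed for P granule assembly in the embryo, was at 680.2 ± 19.6 and 1429 ± 69.4 (-1.07), *glh-2* at 2095 ± 70.2 and 3133 ± 256 (-0.58, adjusted p = 0.00011, limma) and *mes-1*, which encodes a tyrosine kinase-like receptor, at 95.8 ± 5.85 and 156 ± 15.1 (-0.69, adjusted p = 0.00094, limma). *mex-1* had no call, at 818 ± 46.8 and 1064 ± 134 (-0.37), and passed the fold threshold with library totals made equal (-0.40), with TMM scaling (-0.44) and without wild type replicate 2 (-0.45), wild type replicate 3 (-0.39), *prg-1* replicate 1 (-0.40) or *prg-1* replicate 2 (-0.39). Tested directly between the mutants, *meg-1* (-1.21, adjusted p = 1e-06, limma), *meg-2* (-0.72), *glh-2* (-0.44) and *mes-1* (-0.84) were lower in *prg-1* than in *mut-16*. *mex-1* was too (-0.38), a call lost without *mut-16* replicate 1 (-0.37), *mut-16* replicate 2 (-0.37) or *prg-1* replicate 3 (-0.33). Of 21 P granule components, 0 were higher, 7 lower and 14 had no call in *prg-1*, with 7 lower over the list alone (limma camera adjusted p = 0.00881, and adjusted p = 0.415 with an estimated correlation), and 11 had a call without *prg-1* replicate 1. In *mut-16* the same list had 0, 1 and 20 (limma camera adjusted p = 0.00892, and adjusted p = 0.538 with an estimated correlation), and between the mutants its limma camera adjusted p was 0.31.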

Several of the genes uniquely downregulated in *prg-1* are associated with P granule assembly or function, including *glh-2*, *meg-1*, *meg-2*, *mex-1* and *mes-1* (Supplementary Table S9). Additionally, many histone genes were strongly downregulated in *prg-1* mutants, which we did not observe to the same extent in *mut-16* mutants, although there was a modest reduction (<1.7-fold) in some histone mRNA levels in *mut-16* (Supplementary Tables S9 and S13). In the following sections, we explore the common and unique roles for *prg-1* and *mut-16* in regulating gene expression in the distal germline.

### Misregulation of spermatogenic and oogenic genes in *prg-1* and *mut-16* mutants

To identify common roles for the piRNA and WAGO-class 22G-RNA pathways, we examined the genes misexpressed in both *prg-1* and *mut-16* mutants (Figure 2F). Most mRNAs misexpressed in either *prg-1* or *mut-16* mutants were depleted in our wild type libraries from distal gonads, which, as noted above, are comprised primarily of germ cells but lack sperm and oocytes, and were enriched in our whole animal libraries (Figure 3A and B). This suggests that genes misregulated in *prg-1* and *mut-16* are preferentially expressed in the proximal gonad or in somatic cells.

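Of 1528 mRNAs higher in *prg-1* and tested in both comparisons, 1165 were lower in wild type gonads than in whole animals (76.2%) and 152 were higher (9.9%). Among all 9259 mRNAs tested in both, 34.9% were lower in gonads. Of 1205 mRNAs higher in *mut-16*, 849 were lower in gonads (70.5%) and 191 higher (15.9%). Of mRNAs lower in *prg-1*, 566 of 945 were lower in gonads (59.9%, and 35.9% with no fold threshold) and 148 higher (15.7%). Of those lower in *mut-16*, 171 of 455 were lower in gonads (37.6%, odds ratio 1.13, Fisher's exact p = 0.226) and 135 higher (29.7%), and the share was 19.4% with no fold threshold and 26.1 to 37.6% with each library left out in turn. The wild type gonad libraries enter both comparisons, and simulated unchanged groups already give a correlation across genes of -0.517 for *prg-1* and -0.521 for *mut-16*, against -0.42 and -0.376 measured. The covariances were -0.9904 and -0.6518, against -0.0585 and -0.0587 in the simulation. Its libraries were drawn independently, while measured residuals of equal replicate number correlate by 0.124 to 0.547 between wild type and *mut-16* gonads. The shares moved with single libraries, from 62.9 to 78.7% for mRNAs higher in *prg-1* and from 49.7 to 74% for those higher in *mut-16*, lowest without wild type gonad replicate 3 in both. The paper proposes that genes misregulated in the mutants belong to the proximal gonad or the soma, reasoning from their depletion in distal gonads.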

**Figure 3.**
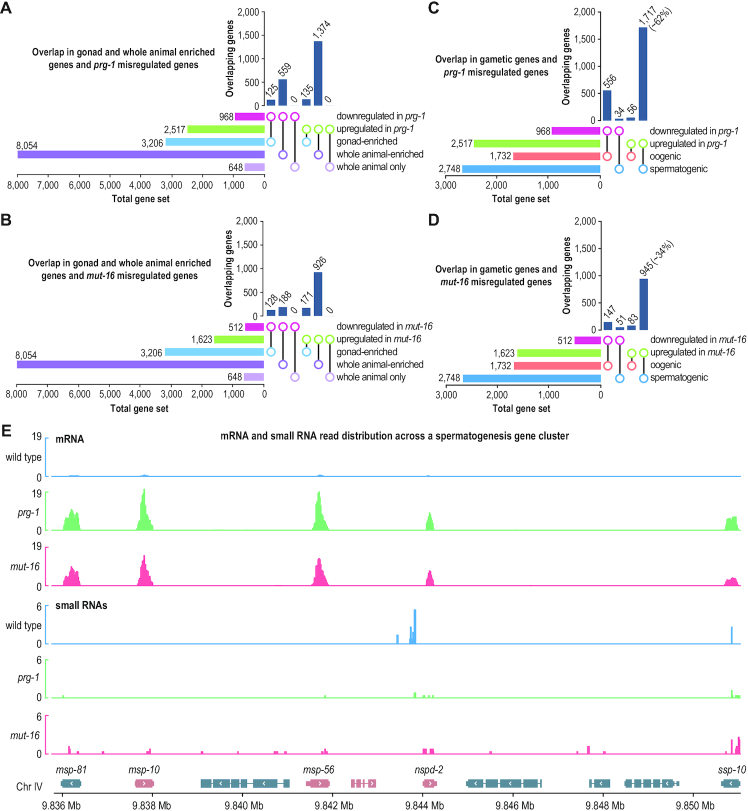
Misregulation of gametic genes in *prg-1* and *mut-16* mutant gonads. (**A**, **B**) UpSet plots displaying the overlap in mRNAs upregulated or downregulated in *prg-1(n4357)* (A) and *mut-16(pk710)* (B) mutants and mRNAs enriched in whole animals or dissected distal gonads (*P* < 0.05, fold-change > 1.3). (**C-D**) UpSet plots displaying the overlap in mRNAs upregulated or downregulated (*P* < 0.05, fold-change > 1.3) in *prg-1(n4357)* (C) and *mut-16(pk710)* (D) mutants and mRNAs enriched in spermatogenic or oogenic gonads. The percentages shown are for the gene sets upregulated in *prg-1* or *mut-16* mutants. (**E**) mRNA and small RNA read distribution across a cluster of spermatogenesis genes (gene names shown only for sperm genes) in wild type animals and *prg-1(n4357)* and *mut-16(pk710)* mutants. For simplicity, strandedness is not shown.

PRG-1 and MUT-16 localize at or adjacent to P granules, ribonucleoprotein compartments that reside on the cytoplasmic surface of germ cell nuclei (4,5,21). P granules are implicated in silencing somatic genes in the germline and consequently it is possible that piRNAs and WAGO-class 22G-RNAs mediate somatic gene silencing (53,54). However, while most mRNAs misexpressed in the distal gonads of *prg-1* and *mut-16* mutants were enriched for expression in whole animals relative to gonads, none of the mRNAs that were expressed exclusively in whole animals and not in gonads, were misregulated in either *prg-1* or *mut-16* mutants (Figure 3A and B and Supplementary Table S14). Additionally, there was very little overlap between the mRNAs misregulated in *prg-1* (∼7% overlap) or *mut-16* (∼6% overlap) mutants and the 1181 mRNAs previously classified as soma-specific by Knutson *et al.* (53). Instead, the majority of mRNAs misregulated in *prg-1* and *mut-16* mutant distal gonads were amongst the top 6,000 mRNAs captured in sperm or oocyte RNA-seq libraries (Supplementary Figure S1) (55,56). For example, ∼64% of mRNAs downregulated in *prg-1* mutants were amongst the top 6,000 expressed in oocytes and ∼56% of mRNAs upregulated in *prg-1* mutants were amongst the top 6000 expressed in sperm (Supplementary Figure S1A). Similarly, ∼46% of mRNAs downregulated in *mut-16* mutants were amongst the top 6,000 oocyte-expressed genes, whereas ∼53% of mRNAs upregulated in *mut-16* mutants were amongst the top 6000 sperm-expressed genes (Supplementary Figure S1A). Thus, it is likely that the genes misregulated in *prg-1* and *mut-16* mutants are predominantly expressed in gametes rather than in somatic cells, indicating that other factors contribute to P granule-mediated silencing of somatic genes.

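A gene can be called whole animal only when it reaches 10 normalized reads in every whole animal library and 0 in every wild type gonad library, a definition chosen after seeing the values. It holds for 1145 genes, with a median of mean levels of 0.307 in *prg-1* gonads and 0.0 in *mut-16* gonads. A mean of 10 was reached by 10 of them in *prg-1* and 4 in *mut-16*. The highest means were those of F47B3.1, at 212 in *prg-1* and 50.7 in *mut-16*. No test is given, because with 0 in wild type gonads only genes with signal in the mutants could pass the filter.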

The elevated levels of genes expressed in sperm and the reduced levels of genes expressed in oocytes in the distal gonads of *prg-1* and *mut-16* mutants points to a possible role for *prg-1* and *mut-16* in regulating spermatogenesis and oogenesis. Therefore, to assess the role of piRNAs and WAGO-class 22G-RNAs in regulating spermatogenic and oogenic genes, we compared the mRNAs misregulated in our distal gonad libraries from *prg-1* and *mut-16* mutants with mRNAs enriched in oogenic or spermatogenic gonads (57). There was a slight underrepresentation in the 1732 genes enriched in oogenic gonads within our datasets of mRNAs upregulated in *prg-1* (∼3.3-fold underrepresentation, *P* < 0.0005) and *mut-16* (∼1.7-fold underrepresentation, *P* < 0.0005) relative to what would be expected by chance (Figure 3C and D). In contrast, there was overrepresentation of oogenic genes within our datasets of mRNAs downregulated in *prg-1* (∼7-fold enrichment, *P* < 0.0005) and *mut-16* (∼3-fold enrichment, *P* < 0.0005) (Figure 3C and D). Of the 2748 mRNAs enriched in spermatogenic gonads, ∼62% were upregulated in *prg-1* mutants (∼5-fold overrepresentation, *P* < 0.0005) and ∼34% were upregulated in *mut-16* mutants (∼4-fold overrepresentation, *P* < 0.0005) (Figure 3C and D). 

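*fog-3* promotes the sperm fate of germ cells, and its mRNA was at 12.0 ± 3.12 normalized reads in wild type gonads, 91.6 ± 25.0 in *prg-1* (mean ± SD, n = 3; log2 change 2.83, adjusted p = 4.6e-05, limma) and 52.5 ± 10.2 in *mut-16* (2.05, adjusted p = 0.0006, limma). *alg-3* and *alg-4* encode Argonautes of spermatogenesis and were at 804 ± 737 and 1144 ± 1120 in *prg-1*, against 26.0 ± 34.0 and 42.5 ± 52.9 in wild type (5.39 and 5.00, adjusted p = 0.0068 and 0.0075, limma). Of 57 sperm genes other than the major sperm protein genes, 55 were higher, 0 lower and 2 had no call in *prg-1*, with 56 higher over the list alone (limma camera adjusted p = 8.9e-18, and adjusted p = 0.415 with an estimated correlation). Their median per library was 4.86, 27.7 and 4.32 in wild type, 133, 243 and 613 in *prg-1* and 105, 161 and 60.4 in *mut-16*. In *mut-16*, 50 were higher, 0 lower and 7 had no call, with 52 higher over the list alone (median log2 change 3.39, camera adjusted p = 2.68e-14, and adjusted p = 0.538 with an estimated correlation). Every *mut-16* median above lay over every wild type median, but the number of *mut-16* calls fell when single libraries were left out. It was 16 without wild type replicate 1, 10 without wild type replicate 3, 24 without *mut-16* replicate 1 and 7 without *mut-16* replicate 2. Muscle markers moved with the sperm genes: 8 of 9 were higher, 0 lower and 1 had no call in *prg-1*, with 8 higher over the list alone (median 1.44, camera adjusted p = 0.000868, and adjusted p = 0.424 with an estimated correlation). *myo-3*, a myosin heavy chain gene, was at 268 ± 141 in *prg-1* and 58.1 ± 9.64 in wild type.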

The median fold change in mRNAs upregulated in spermatogenic gonads was ∼22-fold in *prg-1* mutants and ∼8-fold in *mut-16* mutants, as illustrated by a cluster of spermatogenesis genes on chromosome II (Figure 3E). Not surprisingly, *bath-45*, the piRNA target described above (Figure 1G), is also enriched in the spermatogenic gonad (57).

Gonads in this study were dissected from adult animals, at which time the hermaphroditic germline has normally fully transitioned from spermatogenesis to oogenesis. 

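Oocyte genes were measured in the same libraries. Of 34 oocyte and eggshell genes, 1 was higher, 3 were lower and 30 had no call in *prg-1* gonads, with 1 and 3 over the list alone (median log2 change -0.20, limma camera adjusted p = 2.6e-05, and adjusted p = 0.383 with an estimated correlation). The number called was 7 with library totals made equal, 9 with TMM scaling, 7 without *prg-1* replicate 1 and 2 without *prg-1* replicate 3. In *mut-16*, limma called 0 of 34 (median -0.11), and 8 passed the adjusted p without a fold cutoff. Of 18 germline sex determination genes, 1 was higher, 0 lower and 17 had no call in *prg-1*, with 1 higher over the list alone. Muscle markers were higher in *mut-16* too, with 5 of 9 higher, 0 lower and 4 with no call, and 6 higher over the list alone (median log2 change 0.82, camera adjusted p = 0.00892, and adjusted p = 0.538 with an estimated correlation). That count was 3 without wild type replicate 2 and 2 without wild type replicate 3, and 3 without any 1 of *mut-16* replicates 1 to 3.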

The upregulation of spermatogenic genes and downregulation of oogenic genes we observed is consistent with tiling array experiments involving whole adult *prg-1* mutants (5) and suggests that *prg-1* and *mut-16* mutants may be defective in transitioning from spermatogenesis to oogenesis. To assess whether the effect on spermatogenic genes is directly related to 22G-RNA expression, we examined the relationship between the spermatogenic mRNAs upregulated or downregulated in *prg-1* and *mut-16* mutants and changes in 22G-RNA levels from these genes. There was a tendency for spermatogenic mRNAs upregulated in either *prg-1* or *mut-16* to also have altered levels of 22G-RNAs (Supplementary Figure S2). However, ∼48% (824) of spermatogenic mRNAs upregulated in *prg-1* mutants and ∼63% (596) upregulated in *mut-16* mutants did not have detectable changes in 22G-RNA levels (Supplementary Figure S2). Many in fact had elevated levels of 22G-RNAs, contrary to what would be predicted if these mRNAs were directly regulated by piRNAs or WAGO-class 22G-RNAs (Supplementary Figure S2). This suggests that the impact of piRNAs and WAGO-class 22G-RNAs on gametic gene expression is at least partially indirect and may be caused by defects in cell specification or other abnormalities in the germlines of *prg-1* and *mut-16* mutants. It is also possible that mutations in *prg-1* and *mut-16* shift the balance away from WAGO-class 22G-RNAs towards the production of CSR-1-class 22G-RNAs. This may explain why large proportions of spermatogenic genes, particularly those upregulated in *prg-1* mutants, have elevated levels of 22G-RNAs in *prg-1* and *mut-16* mutants.

### Transposon desilencing in *prg-1* and *mut-16* mutants

piRNAs and siRNAs are well known for their roles in silencing transposons (1). However, in *C. elegans*, the extent to which piRNAs and siRNAs impact transposon expression is not clear. To explore the roles of piRNAs and WAGO-class 22G-RNAs in regulating transposons, we extracted reads mapping to each of the 152 transposon family consensus sequences within our mRNA and small RNA sequencing datasets from distal gonads of *prg-1* and *mut-16* mutants (36). Of the 152 transposon families, only 11 were upregulated >1.3-fold in *prg-1* mutants, only one of which was depleted of 22G-RNAs (Figure 4A and Supplementary Table S15). Furthermore, only 21 transposon families were depleted of 22G-RNAs in *prg-1* mutants, whereas 72 had elevated levels of 22G-RNAs, the reason for which is unclear (Figure 4B and Supplementary Table S15). In contrast, 34 transposon families had elevated mRNA levels in *mut-16* mutants, 30 of which were depleted of 22G-RNAs in *mut-16* mutants and are thus direct targets of the WAGO-class 22G-RNA pathway (Figure 4C and Supplementary Table S16). 22G-RNAs from 101 transposon families were depleted in *mut-16* mutants, however, the corresponding mRNAs were upregulated >1.3-fold in only 30 of these, suggesting that loss of 22G-RNAs from most transposon families has little impact on their expression (Figure 4C and D and Supplementary Table S16).

**Figure 4.**
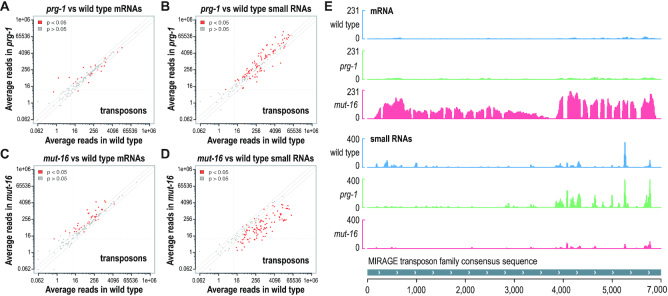
Transposon misexpression in *prg-1* and *mut-16* mutants. (**A**) Each transposon family (152 total) is plotted as a function of mRNA reads in *prg-1(n4357)* (y-axis) versus wild type (x-axis) distal gonads. (**B**) Each transposon family is plotted as a function of small RNA reads in *prg-1(n4357)* (y-axis) versus wild type (x-axis) gonads. (**C**) Each transposon family (152 total) is plotted as a function of mRNA reads in *mut-16(pk710)* (y-axis) versus wild type (x-axis) gonads. (**D**) Each transposon family is plotted as a function of small RNA reads in *mut-16(pk710)* (y-axis) versus wild type (x-axis) gonads. (**E**) mRNA and small RNA read distribution across the MIRAGE1 transposon consensus sequence in wild type animals and *prg-1(n4357)* and *mut-16(pk710)* mutants. For simplicity, strandedness is not shown.

The fertility defects in both *prg-1* and *mut-16* mutants are exacerbated at 25°C (4,5,20). Although it is not clear what causes the loss of fertility at 25°C, it is possible that elevated levels of transposon transposition is responsible. If so, we would predict that transposon mRNA levels would be elevated at 25°C relative to 20°C. To test this, we again sequenced mRNAs from wild type animals and *prg-1(n4357)* and *mut-16(pk710)* mutants, this time using whole adult animals grown at 20°C or 25°C. Surprisingly, there was very little difference in transposon misregulation in either *prg-1* or *mut-16* mutants when grown at 25°C versus 20°C, although we did observed modest differences in which transposons were affected (Supplementary Figure S3A–D and Supplementary Tables S15 and S16). This suggests that transposon misregulation is not responsible for the additional reduction in fertility that occurs in *prg-1* or *mut-16* mutants when grown at 25°C compared with 20°C.

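Tc3, a Tc1/mariner DNA transposon, was at 259 ± 15.1 normalized reads in wild type whole animals at 20°C, 627 ± 30.8 in *prg-1* (mean ± SD, n = 3; log2 change 1.27, adjusted p = 2.2e-07, limma) and 1315 ± 70.2 in *mut-16* (2.34, adjusted p = 6e-11, limma). At 25°C it was at 361 ± 11.5, 558 ± 28.6 (0.63, adjusted p = 1.7e-06, limma) and 1515 ± 63.2 (2.07, adjusted p = 8.2e-15, limma). The retrotransposon CER8-I was higher in *mut-16* at both temperatures, at 1298 ± 92.9 against 220.2 ± 0.847 at 20°C (2.55) and 2106 ± 357 against 223 ± 14.8 at 25°C (3.22). TURMOIL2 was lower in *prg-1* at both, at 129 ± 25.1 against 458 ± 15.2 (-1.84) and 136 ± 9.22 against 621 ± 59.9 (-2.18). Of 129 families tested at 20°C, 10 were higher and 10 lower in *prg-1*, and 31 higher and 2 lower in *mut-16*. Of 130 at 25°C, 14 were higher and 23 lower in *prg-1*, and 35 higher and 2 lower in *mut-16*. At 20°C the *prg-1* count of higher families was 6 without wild type replicate 3 and 4 without *prg-1* replicate 3, and with TMM over the families *mut-16* had 16 higher and 7 lower, with a shift of the median of -0.23 log2 (-0.11 at 25°C). The 2 temperatures were fitted apart, and the difference between them was not tested. Animals were 68 to 70 h old at 20°C and 54 h old at 25°C, so hours of growth differ with temperature. The paper proposes from the small difference that transposons do not account for the added loss of fertility at 25°C.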

The Tc3 and MIRAGE transposon families were previously shown to be upregulated in *prg-1* mutants (5,6,26). We observed an ∼1.7-fold increase in Tc3 levels in *prg-1* mutants, similar to what was previously reported for this allele using quantitative RT-PCR, but substantially lower than the ∼3-4-fold upregulation observed in other *prg-1* alleles (Supplementary Figure S3E) (6). MIRAGE mRNA levels were upregulated ∼1.2-fold in *prg-1* mutants, which is below the 1.3 fold-change threshold we used for classifying differentially expressed genes, and substantially less than was previously shown in RNA-seq experiments using the same allele (Figure 4E) (26). However, both Tc3 and MIRAGE mRNA levels were upregulated ∼4–15-fold in *mut-16* mutants (Figure 4E and Supplementary Figure S3E).

Based on these results, we conclude that, in contrast to *mut-16* and the WAGO pathway, *prg-1* and the piRNA pathway have a modest role in maintaining transposon silencing in the distal germline, although it is possible that piRNAs have a role initiating transposon silencing that is maintained in the absence of *prg-1*. Alternatively, other features of transposons may direct their entry into the WAGO-class 22G-RNA pathway. Our results are consistent with a recent study showing that the frequency of transposon-induced double-strand breaks is much higher in *mut-16* mutants than in *prg-1* mutants (58).

### Histone misexpression in *prg-1* and *mut-16* mutants

We next explored the roles of piRNAs and WAGO-class 22G-RNAs in regulating histone expression. Several histones were among the most highly downregulated genes in the distal gonads of *prg-1* mutants (Supplementary Table S9). For example, histones within the chromosome II cluster, which contains representatives from each of the four core histone families, were downregulated ∼10–20-fold in *prg-1* mutants (Figure 5A and Supplementary Table S9). 

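In this cluster mRNA of *his-14*, which encodes H4, was at 460.8 ± 74.1 normalized reads in *prg-1* gonads and 9055 ± 678 in wild type (mean ± SD, n = 3; log2 change -4.30, adjusted p = 2.3e-08, limma) and that of *his-13*, an H3 gene, at 175 ± 46.3 and 3852 ± 188 (-4.48, adjusted p = 2.9e-07, limma). The H2A gene *his-12* was at 862 ± 436 and 8279 ± 852 (-3.39, adjusted p = 0.00047, limma) and the H2B gene *his-11* at 322 ± 92.0 and 3256 ± 265 (-3.37, adjusted p = 4.8e-06, limma). Each of the 4 was also lower in *prg-1* than in *mut-16* gonads, by limma changes of -3.75 for *his-14*, -3.83 for *his-13*, -2.88 for *his-12* and -3.07 for *his-11*. Each has a copy elsewhere with identical values, so the reads are shared and the level of a single locus is uncertain. The study chose the cluster from these samples, so it is not independent evidence.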

The majority of the 65 canonical replication-dependent histone genes, corresponding to H2A, H2B, H3 and H4, were downregulated in *prg-1* mutants, although some of the core histone mRNAs were unchanged or upregulated in *prg-1* mutants (Figure 5B). However, summing total mRNA reads for each histone family, only H2A and H4 families were downregulated at a Bonferroni corrected p-value cutoff of 0.05 in *prg-1* mutants (Figure 5C). 

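The totals can be followed in each family. Summed H2A reads were at 29990 ± 3970 in *prg-1* gonads and 50080 ± 3630 in wild type (mean ± SD, n = 3; log2 change -0.75, Bonferroni-adjusted p = 5.1e-05 over 7 families, limma), and H4 reads at 130000 ± 6580 and 174600 ± 15400 (-0.42, Bonferroni-adjusted p = 0.0015, limma, and -0.36, with no call, without wild type replicate 1). H2B reads were at 21730 ± 3800 and 28950 ± 2880 (-0.42, Bonferroni-adjusted p = 0.035, limma), and H3 reads at 58710 ± 4760 and 70470 ± 3610 (-0.27, Bonferroni-adjusted p = 0.025, limma, below the 1.3-fold threshold). The H2B call was lost without wild type replicate 1 (-0.35), *prg-1* replicate 1 (-0.32), wild type replicate 3 (-0.42) or *prg-1* replicate 2 (-0.40). Of 62 core histone loci, 32 were lower and 4 higher in *prg-1*. By family, 10 of 17 H2A, 9 of 16 H2B, 5 of 13 H3 and 8 of 16 H4 loci were lower, and 0, 3, 1 and 0 were higher, with the same counts over each list alone. By limma camera the H2A loci had an adjusted p = 6.44e-06, and adjusted p = 0.18 with an estimated correlation. The H4 loci had an adjusted p = 6.44e-06, and adjusted p = 0.383 with an estimated correlation.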

Coincident with the downregulation of histone mRNA levels was a dramatic increase in 22G-RNAs from histone genes, although most are not annotated as 22G-RNA loci (Figure 5A and D). With only two exceptions, 22G-RNA production from histone mRNAs was upregulated ∼1.5–73-fold in *prg-1* mutants relative to wild type animals (Figure 5D). 

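Of 17 H2A loci only 1 is annotated as a 22G-RNA locus in the deposited values, of 16 H4 loci 9, and of H2B and H3 loci 0. The values here therefore do not cover whole families. The annotated H2A locus was at 7826 ± 621 normalized reads in *prg-1* gonads (mean ± SD, n = 3) and at 593, 392 and 383 in the wild type replicates (log2 change 4.13, Bonferroni-adjusted p = 2.8e-05 over 5 families, limma). The 9 H4 loci summed to 2450 ± 207 and 1083 ± 63.0 (1.18, Bonferroni-adjusted p = 8.4e-08, limma). 22G-RNAs of *his-72*, an H3.3 gene, were at 744 ± 69.7 and 331 ± 32.1 (1.17), and those of *htz-1*, the H2A.Z gene, at 444 ± 66.1 and 214 ± 8.03 (1.04, adjusted p = 1.3e-05, limma). Of the 9 H4 loci, 8 were higher, 0 lower and 1 had no call, with 8 higher over the list alone (median 1.40, limma camera adjusted p = 0.000268, and adjusted p = 0.21 with an estimated correlation). With TMM over miRNAs only, 2 of the H4 loci had a call, and the changes turned to -0.06 for the H4 total, -0.07 for *his-72* and -0.19 for *htz-1*.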

Total 22G-RNA levels from H2A, the most strongly downregulated histone family at the mRNA level, were upregulated ∼35-fold in *prg-1* mutants (Figure 5E). H2B- and H3-derived 22G-RNAs were also upregulated >10-fold in *prg-1* mutants (Figure 5E). In contrast to the core replication-dependent histone mRNAs, the H1 linker histone and the replication-independent histone variants H3.3 and H2A.Z were not downregulated, and in some instances were upregulated, in *prg-1* mutants (Figure 5B).

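*his-72* mRNA was at 1253 ± 156 normalized reads in *prg-1* gonads and 1046 ± 53.6 in wild type (mean ± SD, n = 3; log2 change 0.25, no call), and *htz-1* at 1692 ± 143 and 1624 ± 186 (0.06, no call). *his-70*, an H3.3-like gene, rose from 4.54 ± 5.53 to 125 ± 121 (4.68, adjusted p = 0.0052, limma). Among the H1-like genes, *hil-8* was at 102 ± 5.47 and 31.0 ± 3.20 (1.69, adjusted p = 4.9e-05, limma) and *hil-5* at 2809 ± 481 and 2027 ± 80.8 (0.46, adjusted p = 0.011, limma, and 0.34 with no call without *prg-1* replicate 3). H1 linker and H1-like reads summed to 6296 ± 930 and 4985 ± 138 (0.33, Bonferroni-adjusted p = 0.038 over 7 families, limma), and H3.3 reads to 2234 ± 378 and 1846 ± 102 (0.26, Bonferroni-adjusted p = 0.22, limma).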

**Figure 5.**
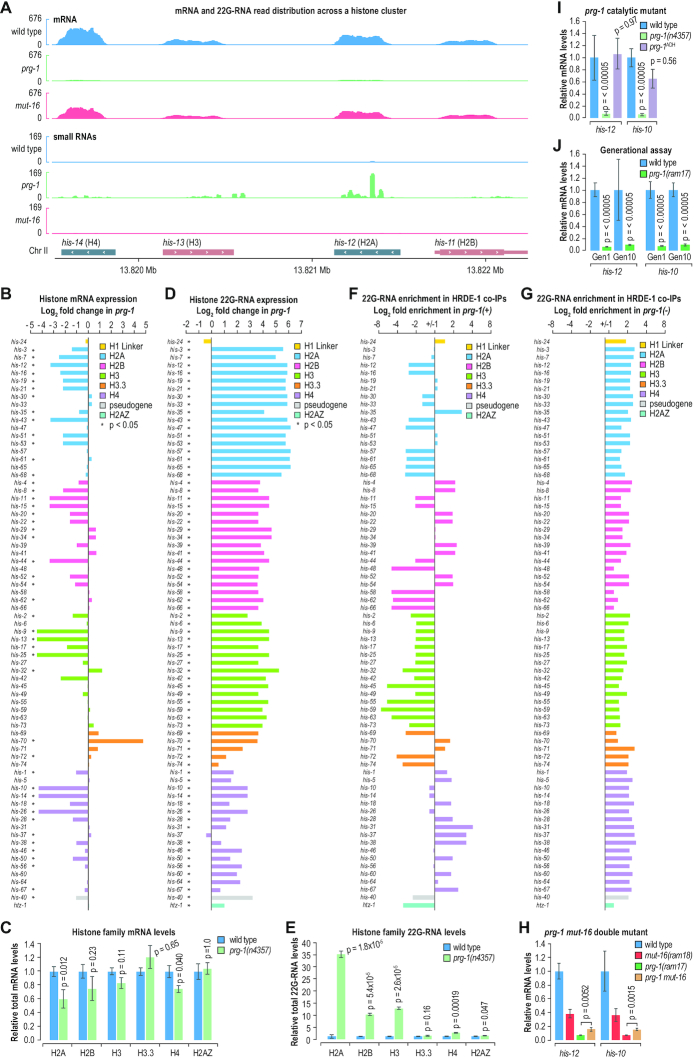
Histone misexpression in *prg-1* mutants. (**A**) mRNA and small RNA read distribution across a cluster of core histone genes in the distal gonads of wild type animals and *prg-1(n4357)* and *mut-16(pk710)* mutants. For simplicity, strandedness is not shown. (**B**) Bar plot displaying each histone gene as a function of its log_2_ fold-change in mRNA expression in *prg-1(n4357)* mutants relative to wild type distal gonads. Bars are colored by histone family as indicated in the key. (**C**) Total histone family mRNA levels in *prg-1(n4357)* mutants relative to wild type distal gonads. Error bars show standard deviation (*n* = 3 biological replicates). (**D**) Bar plot displaying each histone gene as a function of its log_2_ fold-change in 22G-RNA expression in *prg-1(n4357)* mutants relative to wild type distal gonads. Bars are colored by histone family as indicated in the key. (**E**) Total histone family small RNA levels in *prg-1(n4357)* mutants relative to wild type distal gonads. Error bars show standard deviation (*n* = 3 biological replicates). (**F-G**) Histone-derived 22G-RNA enrichment in FLAG::HRDE-1 co-IPs relative to input cell lysates from whole animals wild type (*prg-1(+)*) (F) or mutant (*prg-1(−)*) (G) for *prg-1*. The *prg-1* mutant allele is n4357. (**H**) qRT-PCR assay of *his-12* and *his-10* expression in wild type whole animals and *prg-1(ram17)* and *mut-16(ram18)* single and double mutants. Error bars show standard deviation (*n* = 3 biological replicates). (**I**) qRT-PCR assay of *his-12* and *his-10* expression in wild type whole animals and *prg-1(n4357)* and *prg-1*^*ADH*(ram22)^ mutants. Error bars show standard deviation (*n* = 3 biological replicates). (**J**) qRT-PCR assay of *his-12* and *his-10* expression in wild type whole animals and *prg-1(ram17)* mutants at one generation of growth directly after generating the line and again at 10 generations. Error bars show standard deviation (n = 3 biological replicates).

Histone mRNA levels were only modestly affected in *mut-16* mutants and there was not a clear trend in upregulated and downregulated genes (Figure 5A and Supplementary Figure S4A). 

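Of 62 core histone loci, 20 were lower and 25 higher in *mut-16* gonads, and the 20 became 13 without wild type replicate 1 and 12 without *mut-16* replicate 2. In the chromosome II cluster *his-14* mRNA was at 6161 ± 395 normalized reads (mean ± SD, n = 3; log2 change -0.55, adjusted p = 0.0066, limma) and *his-13* at 2454 ± 68.4 (-0.65, adjusted p = 0.018, limma), a call lost without wild type replicate 3 (-0.61), *mut-16* replicate 1 (-0.63) or *mut-16* replicate 2 (-0.67). *his-11* (2648 ± 172, -0.30) and *his-12* (5822 ± 220, -0.50) had no call.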

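Summed H4 reads were at 225300 ± 2570 in *mut-16* gonads (mean ± SD, n = 3; log2 change 0.37 against wild type, Bonferroni-adjusted p = 0.004 over 7 families, limma) and H3 reads at 90020 ± 3620 (0.35, Bonferroni-adjusted p = 0.0034, limma), both below the 1.3-fold threshold. Without wild type replicate 1 the changes were 0.43 for H4 and 0.39 for H3, both past that threshold. H2A reads were at 55920 ± 1960 (0.16, Bonferroni-adjusted p = 0.72, limma) and H2B reads at 34630 ± 1480 (0.26, Bonferroni-adjusted p = 0.35, limma). Tested directly, all 4 totals were lower in *prg-1* than in *mut-16* gonads, by -0.91 for H2A, -0.69 for H2B, -0.62 for H3 and -0.79 for H4 (Bonferroni-adjusted p = 8.5e-06, 0.0014, 3e-05 and 5.8e-06, limma).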

Total mRNA levels from each of the core histone families were unchanged in *mut-16* mutants (Supplementary Figure S4B). Furthermore, there was only a modest and inconsistent effect on histone-derived 22G-RNA levels in *mut-16* mutants (Supplementary Figure S4C and D). However, 22G-RNAs derived from *his-24*, an H1 linker histone, which is not one of the core histones and which ranks 14 among all genes in terms of total siRNAs produced in wild type animals, were depleted ∼93-fold in *mut-16* mutants, indicating that it is likely a *bona fide* target of the WAGO pathway (Supplementary Figure S4C). mRNA and 22G-RNA levels from the other H1-like genes, *hil-1-hil-8*, which are not well characterized, were only modestly affected or unchanged in *mut-16* mutants (Supplementary Tables S10–S13). 

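*his-24* 22G-RNAs were at 18470 ± 1090 normalized reads in wild type gonads and 196 ± 65.1 in *mut-16* gonads (mean ± SD, n = 3; log2 change -6.60, adjusted p = 5.3e-08, limma), a fold of 96.9, and the locus ranked 19 by its wild type 22G-RNA reads. Its mRNA was at 39.7 ± 6.34 in *mut-16* and 19.8 ± 1.52 in wild type (0.96, adjusted p = 0.022, limma), a call lost without wild type replicate 2 (0.96), wild type replicate 3 (0.91), *mut-16* replicate 2 (1.00) or *mut-16* replicate 3 (0.84). 22G-RNAs of *hil-8* fell from 4705 ± 332 to 36.6 ± 30.5 (-7.25, adjusted p = 1.3e-05, limma) and those of *hil-3* from 3416 ± 398 to 64.0 ± 43.4 (-5.90, adjusted p = 1.2e-05, limma), while *hil-4* (-0.33) and *hil-5* (0.24) had no call. *hil-8* mRNA rose to 74.2 ± 10.0 (1.23, adjusted p = 0.00061, limma), *hil-5* mRNA fell to 1369 ± 118 (-0.57, adjusted p = 0.0081, limma) and *hil-4* mRNA fell from 2490 ± 68.0 to 1894 ± 79.8 (-0.39, adjusted p = 0.0034, limma). The *hil-4* change was -0.37, with no call, without wild type replicate 1 and -0.36 without *mut-16* replicate 1. H1 and H1-like 22G-RNAs summed to 3683 ± 397 in *mut-16* and 30480 ± 1370 in wild type (-3.05), and their mRNAs to 3897 ± 198 (-0.36, Bonferroni-adjusted p = 0.023 over 7 families, limma).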

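The 9 H4 loci annotated as 22G-RNA loci summed to 233.7 ± 5.16 normalized 22G-RNA reads in *mut-16* gonads (mean ± SD, n = 3; log2 change -2.21 against wild type, Bonferroni-adjusted p = 1.5e-10 over 5 families, limma), and the only annotated H2A locus was at 44.7 ± 23.5 (-3.41, Bonferroni-adjusted p = 0.0001, limma). Of the 9 H4 loci, 0 were higher, 9 lower and 0 had no call, with 9 lower over the list alone (limma camera adjusted p = 0.000628, and adjusted p = 0.155 with an estimated correlation). 22G-RNAs of *his-72* were at 619 ± 40.9 (0.91, adjusted p = 1e-05, limma), and -0.12 with TMM over miRNAs only.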

Several other histones, particularly H4 family members, were also depleted of 22G-RNAs in *mut-16* mutants, suggesting that the WAGO pathway may have a role in suppressing certain histone genes, consistent with the modest upregulation of some histone mRNAs in *mut-16* mutants (Supplementary Figure S4A and C).

### Histone mRNAs are misdirected into the HRDE-1 nuclear RNAi pathway in *prg-1* mutants

Because most histone small RNA and mRNA levels were only modestly affected or unchanged in *mut-16* mutants, WAGO-class 22G-RNAs likely have a minor role in regulating histone genes under normal conditions. In contrast, the upregulation of 22G-RNAs derived from histone mRNAs and the reduction in histone mRNA levels in *prg-1* mutants suggests a prominent role for piRNAs in protecting histone mRNAs from RNA silencing. 

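22G-RNA reads of the H3.3 genes summed to 1826 ± 142 in *prg-1* gonads and 1043 ± 33.2 in wild type (mean ± SD, n = 3; log2 change 0.81, Bonferroni-adjusted p = 8.5e-07 over 5 families, limma). 22G-RNAs of *his-74*, another H3.3 gene, were at 1083 ± 81.4 and 712 ± 7.33 (0.60, adjusted p = 4.3e-05, limma), 0.29 with no call with library totals made equal and -0.64 with TMM over miRNAs only. The paper proposes from the gain of 22G-RNAs and the loss of mRNA in the core families that piRNAs protect histone mRNAs from RNA silencing.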

If so, we would predict that histone-derived 22G-RNAs interact with the downstream silencing machinery upon loss of piRNAs. We therefore tested whether the 22G-RNAs produced from histones associate with HRDE-1, a nuclear WAGO Argonaute that binds WAGO-class 22G-RNAs and promotes transgenerational inheritance of piRNA-mediated gene silencing (10–12,14,59). To examine histone-derived 22G-RNA association with HRDE-1, we compared 22G-RNA enrichment in FLAG::HRDE-1 co-immunoprecipitates (co-IPs) from whole animals wild type (+) or mutant (–) for *prg-1* (49). With the exception of the subset of histones depleted of 22G-RNAs in *mut-16* mutants (Supplementary Figure S4C), 22G-RNAs from most histones were underrepresented in FLAG::HRDE-1 co-IPs relative to cell lysates in *prg-1(*+*)* animals, indicating that they are not normally routed into the HRDE-1 pathway (Figure 5F). In contrast, in *prg-1(–)* animals, 22G-RNAs from each of the histone mRNAs were enriched in FLAG::HRDE-1 co-IPs (Figure 5G). This suggests that PRG-1 somehow prevents histone mRNAs from inappropriately entering the HRDE-1 nuclear RNAi pathway.

If *mut-16* and the WAGO-class 22G-RNA pathway are required for the histone silencing we observed in *prg-1* mutants, histone gene expression should be at least partially restored in *prg-1 mut-16* double mutants. To test this, we did qRT-PCR to test histone gene expression in a series of *prg-1* and *mut-16* single and double mutant strains we generated using CRISPR-Cas9 to delete the coding regions of the two genes. With these newly generated alleles, we could simultaneously confirm that the histone silencing phenotype was not related to background mutations in the *prg-1(n4357)* strain used in our RNA-seq experiments. Consistent with our RNA-seq results using the *prg-1(n4357)* mutant, the two histone genes we analyzed by qRT-PCR, *his-12* (H2A) and *his-10* (H4), were downregulated ∼14–15-fold in the *prg-1* deletion mutant (*P* < 0.0005) (Figure 5H). In the *prg-1 mut-16* double mutant, we observed an ∼2.5-fold increase in *his-12* and *his-10* expression relative to the *prg-1* single mutant (*P*-values < 0.01) (Figure 5H). However, *his-12* and *his-10* expression was still lower in the *prg-1 mut-16* double mutant than in the *mut-16* single mutant, indicating that inactivating *mut-16* only partially rescues histone expression in *prg-1* mutants (Figure 5H). Together, these results indicate that *prg-1* protects histones from silencing by the WAGO-class 22G-RNA pathway, but also that other factors contribute to the strong loss of histone expression in *prg-1* mutants and the modest loss in *mut-16* mutants.

### PRG-1 is not directly involved in histone 3′ end cleavage

The histones silenced in *prg-1* mutants are predominantly canonical replication-dependent histones, which are unusual in that they lack poly(A) tails and instead contain a hairpin in their 3′UTRs that promotes cleavage and 3′ end maturation (60). It is unclear how 3′ end maturation occurs in *C. elegans* as the U7 snRNA involved in cleaving histones in most metazoans is not found in worms (60). It is possible that PRG-1 promotes 3′ end cleavage and in its absence histone mRNAs are recognized as aberrant and thus routed into the HRDE-1 pathway for silencing. PRG-1 contains the catalytic triad of amino acid residues implicated in slicer activity and it is possible that PRG-1 cleaves histone mRNAs in place of the U7 associated machinery found in other metazoans (61). To test this, we introduced a mutation in one of the conserved catalytic residues of *prg-1* using CRISPR-Cas9. We then tested whether *his-12* and *his-10* were silenced in the *prg-1* catalytic mutant using qRT-PCR. We did not detect a difference in the levels of *his-12* or *his-10* in *prg-1* catalytic mutant animals (*prg-1*^*ADH*^) (*P*-values = 0.97 and 0.56, respectively), whereas in *prg-1(n4357)* loss of function mutants both *his-12* and *his-10* were strongly silenced (*P* < 0.0005) (Figure 5I). Thus, it is unlikely that PRG-1 is directly involved in histone 3′ end maturation. It is possible that PRG-1 recruits other factors to promote histone maturation. However, we did not observe extended 3′ ends on histone mRNAs in our RNA-seq data, arguing against this possibility (Figure 5A). Nonetheless, histones were among the most highly represented genes in *in vivo* PRG-1-mRNA crosslinking experiments (median gene rank: 371 out of 20 204 genes; rank range: 6–7391), pointing to a direct interaction between the piRNA machinery and histone mRNAs (Supplementary Table S9) (24,62).

*prg-1* mutants display a transgenerational loss of fertility (27). Because we analyzed *his-12* and *his-10* mRNA levels in the new CRISPR-Cas9 deletion strains used in this study directly after generating them, our results indicate that histone silencing occurs immediately upon loss of *prg-1*. It is possible, however, that the silencing becomes progressively stronger over multiple generations. To test this, we compared by qRT-PCR *his-12* and *his-10* expression in our fresh deletion allele of *prg-1* as soon as it was possible to obtain a homozygous line and then again after 10 generations of growth on a continuous supply of food at 20°C. There was no detectable difference in either *his-12* or *his-10* expression between 1–10 generations (*P*-values = 0.89 and 0.99, respectively) (Figure 5J). Therefore, it is unlikely that histone silencing in *prg-1* mutants is progressive over multiple generations, although it is still possible that it contributes to the transgenerational sterility of *prg-1* mutants through cumulative effects of reduced histone activity on gene expression across generations.

### piRNA target site abundance is not correlated with mRNA silencing

Two distinct approaches were recently used to identify piRNA targets in *C. elegans*. The first approach computed base-pairing rules for piRNA-target mRNA interactions to predict piRNA target sites genome-wide, and the second approach used *in vivo* crosslinking of PRG-1-piRNA complexes to target mRNAs to identify piRNA-mRNA interactions (23,24). To determine if mRNA upregulation in *prg-1* was correlated with potential targeting by piRNAs, we identified the number of predicted piRNA target sites and the number of PRG-1 binding sites on genes upregulated or downregulated in the distal gonads of *prg-1* mutants (Supplementary Tables S8 and S9). We did not observe a general correlation between mRNA fold-change in *prg-1* mutants and the number of predicted piRNA target sites or PRG-1 binding sites (*R*^2^ = 0.03 and 0.05, respectively) (Figure 6A and B). The median number of predicted target sites and PRG-1 binding sites was actually somewhat higher for genes downregulated in *prg-1* mutants than it was for genes upregulated (Figure 6A and B). This is consistent with previous work suggesting that neither method alone is predictive of piRNA-mediated gene silencing (62).

**Figure 6.**
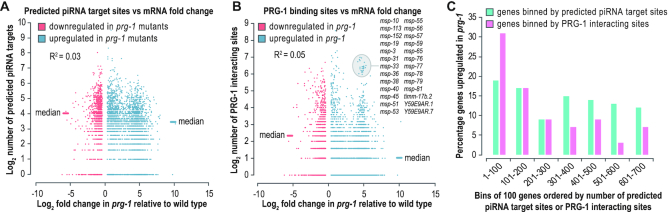
Correlation between piRNA target site abundance and mRNA silencing. (**A**) Scatter plot displaying each gene misexpressed in the distal gonads of *prg-1(n4357)* mutants as the log_2_ number of predicted piRNA target sites it contains (y-axis) versus its log_2_ fold-change in *prg-1* mutants (x-axis). (**B**) Scatter plot displaying each gene misexpressed in the distal gonads of *prg-1(n4357)* mutants as the log_2_ number of PRG-1 binding sites it contains (y-axis) versus its log_2_ fold-change in *prg-1* mutants (x-axis). (**C**) Bar plot displaying the percentage of genes upregulated in the distal gonads of *prg-1(n4357)* mutants in bins of genes ranked by either the number of predicted piRNA target sites or the number of PRG-1 interacting sites they contain. The top 700 genes in each category are in sequential bins of 100.

It is possible that many of the genes we identified as being upregulated are indirect targets, which could contribute to the lack of correlation between piRNA target sites and differential expression in *prg-1* mutants. We thus took an alternative approach in which we binned the top 700 genes with the highest numbers of predicted piRNA target sites or PRG-1 binding sites in increments of 100 genes and calculated the percentage in each bin that were upregulated in *prg-1* mutants. Based on the number of predicted piRNA target sites, there was only a modest difference in the percentage of genes that were upregulated in *prg-1* mutants across the seven bins, with 17% upregulated in the bin containing the top 100 genes and 12% upregulated in the bin containing the top 601–700 genes (Figure 6C). Of the top 100 genes ranked by PRG-1 interacting sites, 31% were upregulated in *prg-1* mutants and in subsequent bins the proportion trended downward, such that only 7% of genes in the bin containing the top 601–700 were upregulated in *prg-1* mutants (Figure 6C). This suggests that piRNA target site abundance and PRG-1 interacting sites have limited reliability in predicting piRNA-mediated gene silencing. We then examined a cluster of 26 genes that were both highly upregulated in *prg-1* mutants and contained a high number of PRG-1 interacting sites. Nearly all the genes within this cluster belong to a largely paralogous family of sperm proteins (Major Sperm Protein family), relating to our earlier observation that spermatogenic genes are upregulated in *prg-1* mutants and suggesting that at least some are directly regulated by piRNAs (Figure 6B).

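*msp-81* encodes a major sperm protein, and its mRNA was at 795.6 ± 664 normalized reads in *prg-1* gonads and 27.9 ± 29.9 in wild type (mean ± SD, n = 3; log2 change 4.93, adjusted p = 0.0046, limma). *msp-56* was at 417 ± 381 and 13.1 ± 9.48 (4.69, adjusted p = 0.0024, limma). In *mut-16* gonads *msp-56* was at 181 ± 91.5 (3.77, adjusted p = 0.011, limma) and *msp-81* at 249 ± 132 (3.46, adjusted p = 0.028, limma). The *msp-81* call was lost without wild type replicate 1 (3.12), wild type replicate 3 (3.00), *mut-16* replicate 1 (3.43) or *mut-16* replicate 2 (3.07). Of 28 major sperm protein genes, 28 were higher, 0 lower and 0 had no call in *prg-1*, with 28 higher over the list alone (median 4.88, limma camera adjusted p = 5.24e-12, and adjusted p = 0.415 with an estimated correlation). In *mut-16*, 25 were higher, 0 lower and 3 had no call, with 28 higher over the list alone (median 3.64, camera adjusted p = 9.14e-11, and adjusted p = 0.538 with an estimated correlation), and 14 were left without wild type replicate 1, 10 without wild type replicate 3 and 6 without *mut-16* replicate 2. Tested directly, limma called 0 of the 28 different between the mutants, with or without the fold threshold (median 1.42, higher in *prg-1* with limma camera adjusted p = 0.00261, and adjusted p = 0.644 with an estimated correlation), and 2 had a call without *prg-1* replicate 1. Many of these genes are near identical copies, so the value of any 1 gene is uncertain, and the family was named by the study from these samples.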

### Correlation between 22G-RNA production and mRNA silencing

The relationship between WAGO-class 22G-RNAs and target mRNA expression is not well understood. To explore the role of 22G-RNAs in regulating gene expression in the germline, we compared small RNA and mRNA expression from *mut-16*-dependent 22G-RNA loci in wild type and *mut-16* mutants. Of the 2738 annotated gene loci depleted of 22G-RNAs by >1.3-fold in *mut-16* mutants, ∼81% were represented at sufficient levels for statistical analysis in our mRNA sequencing libraries from distal gonads. Of these, ∼19% were upregulated and ∼17% were downregulated in *mut-16* mutants (*P* < 0.05, no fold-change cutoff applied) (Figure 7A). For the remaining ∼64%, we did not detect a difference in mRNA levels in *mut-16* mutants (Figure 7A).

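*sosi-1* and *bath-45* belong to the loci whose mRNA rose as the 22G-RNAs fell. In the deposited values 2668 loci had fewer 22G-RNAs in *mut-16* gonads, and 1706 of their mRNAs could be tested (63.9%). Of these, 353 were higher (20.7%, 95% interval 18.8-22.7%), 306 lower (17.9%) and 1047 neither (61.4%), at an adjusted p below 0.05 in limma with no fold cutoff. The interval treats loci as independent and leaves out the spread between libraries. The shares of higher and lower mRNAs were 24.0 and 13.6% with library totals made equal. With each library left out in turn they ran from 15.4 to 18.6% and from 9.8 to 13.2%, and the lower share was smallest without wild type replicate 3 (9.8%).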

**Figure 7.**
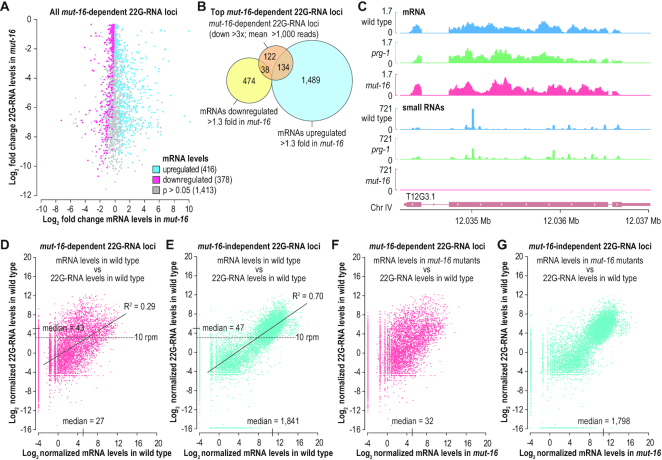
Relationship between 22G-RNAs and target mRNA expression. (**A**) Scatter plot displaying each *mut-16-*dependent 22G-RNA locus as a function of its log_2_ fold-change in 22G-RNA (y-axis) and mRNA (x-axis) levels in *mut-16(pk710)* mutants relative to wild type distal gonads. (**B**) Overlap between *mut-16*-dependent 22G-RNA loci producing >1000 normalized reads and mRNAs downregulated or upregulated >1.3× in *mut-16(pk710)* mutants relative to wild type distal gonads. (**C**) mRNA and small RNA read distribution across a representative *mut-16*-dependent 22G-RNA locus, T12G3.1, for which mRNA levels are unchanged in *mut-16(pk710)* mutants. For simplicity, strandedness is not shown. (**D, E**) Scatter plots displaying each annotated coding gene as a function of its log_2_ normalized 22G-RNA reads, categorized as *mut-16*-dependent (D) or *mut-16*-independent (E), in wild type animals (y-axes) versus mRNA reads in the distal gonads of wild type animals (x-axes). Median mRNA reads for genes that produce >10 normalized 22G-RNA reads (reads per million total mapped reads, rpm) are indicated on the x-axes. Median 22G-RNA reads are indicated on the y-axes. (**F, G**) Scatter plots displaying each annotated coding gene as a function of its log_2_ normalized 22G-RNA reads, categorized as *mut-16*-dependent (F) or *mut-16*-independent (G), in wild type animals (y-axes) versus mRNA reads in *mut-16(pk710)* mutant animals (x-axes). Median mRNA reads for genes that produce >10 normalized 22G-RNA reads (rpm) are indicated on the x-axes.

The modest and bidirectional effect we observed on *mut-16-*dependent 22G-RNA target mRNAs could reflect low-level, inconsequential small RNA production from the majority of WAGO-class 22G-RNA targets. Therefore, we focused on the *mut-16*-dependent loci with the highest abundance of 22G-RNAs: the 294 loci that produced >1,000 normalized 22G-RNA reads on average in our wild type distal gonad libraries and that were depleted >3-fold in *mut-16* mutant libraries. 

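Among the loci with abundant 22G-RNAs, *parn-1* and *bath-45* gained mRNA in *mut-16* gonads and *hil-8* did as well. By the same thresholds on the deposited values, 410 loci qualified and 328 of their mRNAs were tested (80.0%). Of these, 154 were higher (47.0%, 95% interval 41.4-52.5%), 38 lower (11.6%, 8.3-15.6%) and 136 neither (41.5%).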

Surprisingly, only ∼46% of the mRNAs corresponding to the 294 22G-RNA loci were upregulated >1.3-fold in *mut-16* mutants, and ∼13% were instead downregulated >1.3-fold (Figure 7B). The remaining ∼41% were unaffected in *mut-16* mutants, despite loss of abundant 22G-RNAs (Figure 7B). 

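*sqst-1*, which encodes an adaptor of selective autophagy, lost nearly all of its 22G-RNAs, with 22010 ± 1340 normalized reads in wild type gonads and 147 ± 144 in *mut-16* gonads (mean ± SD, n = 3; log2 change -7.65, adjusted p = 3.5e-05, limma). Its mRNA was at 188 ± 12.3 in wild type and 196 ± 26.8 in *mut-16* (0.05, adjusted p = 0.77, limma). In *prg-1* gonads its 22G-RNAs were at 38640 ± 1080 (0.81) and its mRNA at 190.7 ± 20.0 (0.02). The 22G-RNA change in *prg-1* had no call, in a fit whose estimate of spread includes the variable *mut-16* values (147 ± 144).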

The predicted coding gene T12G3.1, for example, produced very high levels of *mut-16*-dependent 22G-RNAs but its overall mRNA levels were not detectably changed in *mut-16* mutants (Figure 7C). These results indicate that WAGO-class 22G-RNA abundance is not a reliable indicator of RNA silencing.

Finally, we examined more generally the relationship between siRNA production and mRNA expression in the distal germline, including both *mut-16*-dependent and *mut-16*-independent 22G-RNA loci. Of the 6121 genes that yielded >10 normalized 22G-RNA reads (10 reads per million total mapped reads, rpm) in wild type animals, ∼28% were depleted of 22G-RNAs by >2-fold in *mut-16* mutants and are thus presumed to be WAGO targets (Supplementary Table S17). We observed a clear distinction in expression levels between mRNAs that produced 22G-RNAs depleted >2-fold in *mut-16* mutants and those that did not (Figure 7D and E). 

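Of 5051 loci over 10 22G-RNA rpm in wild type gonads, 1897 fell more than 2-fold in *mut-16* (37.6%, 95% interval 36.2-38.9%) and 3154 did not. Loci here are those annotated as CSR-1-class or WAGO-class, with rpm from the deposited values. The paper takes annotated coding genes and total mapped reads, so the sets are not the same. The median mRNA value in wild type was 30.5 ± 0.7 for the first group and 2069 ± 22.0 for the second (value over the 3 libraries ± SD). With a minimum of 20 rpm the *mut-16*-dependent share was 35.8% and the medians were 33.4 and 2240. *mut-16*-dependent loci had a median of 55.8 ± 1.9 22G-RNA rpm and the others 70.1 ± 0.49.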

From the presumptive WAGO targets that yielded >10 normalized reads (rpm), the median normalized mRNA read counts was only 27 (∼4.75 on a log_2_ scale) (Figure 7D). In contrast, the median mRNA reads for *mut-16*-independent 22G-RNA loci that yielded >10 normalized small RNA reads was 1,841, despite nearly identical median levels of 22G-RNA reads from *mut-16*-dependent and *mut-16*-independent loci (∼43 versus ∼47) (Figure 7D and E). These *mut-16*-independent 22G-RNA loci are presumably CSR-1 targets as this is the only other characterized class of 22G-RNAs. Consistent with the weak correlation between *mut-16*-dependent 22G-RNA production and mRNA silencing noted above, the median reads for *mut-16*-dependent 22G-RNA target mRNAs was increased by only ∼19% in the distal gonads of *mut-16* mutants relative to wild type (Figure 7D and F). As predicted, the expression of genes yielding *mut-16*-independent 22G-RNAs, which are presumed to be CSR-1-class 22G-RNAs, was essentially unchanged in *mut-16* mutants (Figure 7E and G). 

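In *mut-16* gonads the median mRNA value was 37.9 ± 1.7 for the *mut-16*-dependent loci and 1962 ± 15.0 for the others. This is a rise of 24.4 ± 5.6% for the first group and a change of -5.2 ± 0.72% for the second (median ± SD over libraries, n = 3). With library totals made equal the changes were 26.0 and -3.6%.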

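Across loci, the log2 22G-RNA level and the log2 mRNA level in wild type gonads had a squared correlation of 0.40 over 3496 *mut-16*-independent loci (unsquared 0.64, Spearman rho 0.59) and 0.04 over 2165 *mut-16*-dependent loci (unsquared 0.21, rho 0.18). With the classes taken from the deposited annotation the values were 0.42 and 0.09. Loci are not independent replicates.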

Lastly, we observed a strong positive correlation between 22G-RNA levels and corresponding mRNA levels for *mut-16*-independent loci (*R*^2^ = 0.70) but to a much lesser extent for *mut-16*-dependent loci (*R*^2^ = 0.29) (Figure 7D and E). This supports the proposed role for the *mut-16*-independent branch of the 22G-RNA pathway involving CSR-1 in promoting germline gene expression (16–18). From these results, we conclude that WAGO-class 22G-RNAs are typically derived from poorly expressed genes and have little impact on the expression of most target mRNAs.

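In the abundant set of 22G-RNA loci, the share with a higher mRNA in *mut-16* was 47.0% at the 1.3-fold mRNA threshold, against 18.6% among all *mut-16*-dependent loci at the same threshold, and it ran from 42.2 to 45.7% with each library left out in turn.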

## DISCUSSION

### Regulation of gametogenesis by piRNAs and WAGO-class 22G-RNAs

Through a genome-wide parallel analysis of mRNA and small RNA defects in the distal gonads of *prg-1* and *mut-16* mutants, we uncovered wide-ranging roles for piRNAs and WAGO-class 22G-RNAs in shaping the transcriptome of the *C. elegans* distal germline. Widespread misexpression of gametic genes in *prg-1* and *mut-16* mutants points to a role for both classes of small RNA in controlling germ cell fate. The extent to which this is a direct effect and is not caused by other developmental defects is not clear. Regardless, it may help to explain the reduced fertility of *prg-1* and *mut-16* mutants (4–6,20). *prg-1* was previously implicated in regulating spermatogenesis, and the fertility defects of *prg-1* mutants are partially rescued by providing wild type sperm to *prg-1* mutant hermaphrodites (4). However, in L4 stage larvae, the stage at which wild type hermaphrodites are normally undergoing spermatogenesis, spermatogenic genes are downregulated (4). Nonetheless, our results demonstrating that sperm-enriched transcripts are upregulated in the distal gonads of adult *prg-1* mutants are consistent with previous results observed in tiling array experiments involving whole adult animals (5). Upregulation of spermatogenic genes in the distal gonad, which lacks gametes and should be fully transitioned to oogenesis, points to incomplete shutoff of sperm transcripts during oogenesis in *prg-1* mutants. Given that spermatogenic genes are also upregulated in *mut-16* mutants, albeit to a lesser extent, the role of *prg-1* in regulating spermatogenesis is likely linked to its function in routing mRNA targets into the WAGO-class 22G-RNA pathway (10,13).

### Roles of piRNAs and WAGO-class 22G-RNAs in regulating transposons

The reduced fertility in *prg-1* and *mut-16* mutants could also be caused by elevated levels of transposon mRNAs and a subsequent increase in mutagenic transposition events. Our data supports a prevalent role for *mut-16* and WAGO-class 22G-RNAs in silencing transposons, but a far more limited role for piRNAs. There was a very modest effect on transposon mRNA levels in *prg-1* mutants and 22G-RNA levels for most transposons were upregulated, rather than downregulated as would be predicted if piRNAs had a role in directing mRNAs into the WAGO-class 22G-RNA pathway. Nonetheless, consistent with previous studies, Tc3 mRNA levels were modestly upregulated in *prg-1* mutants and it was previously shown that Tc3 transposition rates are substantially higher in *prg-1* mutants (6). MIRAGE transposon mRNA levels were marginally affected in our datasets but were substantially upregulated in another study involving the same allele of *prg-1* (26). Some transposons identified previously as being upregulated in *prg-1* using qRT-PCR were also not affected in our datasets (10). These results can be reconciled in a model in which transposon desilencing in *prg-1* mutants is somewhat stochastic, possibly resulting from inconstant inheritance of the WAGO-class 22G-RNAs that provide a transgenerational memory of piRNA activity (11,12,14). Rearing conditions and many rounds of propagation could exacerbate the effect.

### Histone silencing in *prg-1* mutants

We observed a striking reduction in the levels of most histone mRNAs in *prg-1* mutants, which coincided with misrouting of histone mRNAs into the HRDE-1 nuclear RNAi pathway. Canonical replication-dependent histone mRNAs are distinct from most protein-coding mRNAs in that they are not thought to contain poly(A) signal sequences and poly(A) tails but rather contain a hairpin in their 3′UTRs that promotes cleavage and maturation of the 3′ end (60). In *C. elegans*, the U7 snRNA implicated in cleaving histones in other metazoans is absent, and it is not known how histone 3′ end maturation occurs (60). It is possible that PRG-1 promotes 3′ end cleavage and in its absence histone mRNAs are recognized as aberrant and thus routed into the HRDE-1 pathway. However, *prg-1* is clearly not essential for histone 3′ end formation, as many replication-dependent histone mRNAs were unaffected in *prg-1* mutants. Furthermore, we did not observe a difference in histone mRNA 3′ ends in our wild type and *prg-1* mutant sequencing datasets. The slicer activity of PRG-1 was also presumably not required for proper histone expression, which argues against a direct role in processing. Nonetheless, it is possible that other factors are redundant with *prg-1* in histone processing. Interestingly, histone mRNAs are also downregulated in *csr-1* mutants. CSR-1 appears to have a direct but unclear role in histone maturation (63). Perhaps CSR-1 and PRG-1 function redundantly to process histone mRNAs, which would be rather unusual given their seemingly opposite roles in regulating gene expression otherwise. Other Argonautes, such as the WAGOs, may also be involved in regulating histones, which could explain why we observed a modest reduction in some histone levels in *mut-16* mutants.

Transcription of the core histones is coupled to the cell cycle and therefore it is possible that defects in germ cell proliferation in the germlines of *prg-1* mutants is responsible for reduced histone mRNA levels (60). While this is certainly plausible, it does not explain why histone mRNAs are misrouted into the HRDE-1 RNAi pathway in *prg-1* mutants, nor does it explain why histone mRNAs are directly targeted by PRG-1, as suggested by *in vivo* crosslinking experiments (24). Consequently, the role of PRG-1 in regulating histones is likely at least partially direct and may impact proliferation of germline stem cells, which could explain the diminutive germlines of *prg-1* mutants.

### Relationship between 22G-RNAs and mRNA expression

The role of 22G-RNAs in regulating gene expression in *C. elegans* is not well understood. Nearly all distal germline-expressed genes produce 22G-RNAs (Figure 7D and E) (16,64), yet there are two distinct classes of 22G-RNAs that seem to act in opposition to one another. *mut-16*-dependent WAGO-class 22G-RNAs are thought to silence gene expression, whereas *mut-16*-independent CSR-1-class 22G-RNAs are thought to promote gene expression (22). Our data demonstrates that high levels of *mut-16*-independent 22G-RNAs is directly correlated with high-level gene expression, supporting a role for the CSR-1 branch of the 22G-RNA pathway in licensing genes for expression, (17,18). In contrast, the relationship between *mut-16*-dependent 22G-RNA production and gene expression is relatively weakly correlated and the majority of WAGO targets are poorly expressed, even in *mut-16* mutants. It is possible that the WAGO pathway imparts epigenetic modifications at target loci that somehow persist over multiple generations in the absence of 22G-RNAs. Alternatively, the WAGO pathway may selectively target poorly expressed genes as a means of combatting leaky transcription in the germline. Whatever the reason, these results point to a complex relationship between siRNA and mRNA expression and demonstrate that WAGO-class 22G-RNA production is not necessarily a good indicator of RNA silencing. A recent study exploring small RNA production in the *C. elegans* gonad concluded that 22G-RNA levels were inversely correlated with mRNA expression, which is not consistent with our results (64). The reason for this discrepancy may be that the authors relied on external mRNA sequencing datasets to complement their small RNA sequencing data, whereas our small RNA and mRNA data were generated from the same RNA samples.

### Additional roles for piRNAs and WAGO-class 22G-RNAs in gene regulation

We identified hundreds of genes misregulated in *prg-1* and *mut-16* mutants that did not fall into any of the specific categories we explored. For example, several genes involved in RNA silencing pathways were misexpressed in *prg-1* and *mut-16* mutants. The piRNA trimmer *parn-1*, for instance, was upregulated in *prg-1* and *mut-16* mutants, and the RNA helicase *eri-6/7*, required for ERGO-1-class 26G-RNA production, was strongly downregulated in *mut-16* mutants (65,66). It will be important to investigate the roles of piRNAs and WAGO-class 22G-RNAs in regulating specific genes identified in this study as being misregulated in *prg-1* and *mut-16* mutants (see Supplementary Tables S8, S9, S12, and S13 for comprehensive lists of misregulated genes; see https://www.montgomerylab.org/resources.html to visualize the data in a genome browser).

Additional roles for piRNAs and WAGO-class 22G-RNAs in regulating gene expression in the germline will likely emerge from analysis of animals grown under non-optimal conditions. At 25°C, for example, the fertility defects of *prg-1* and *mut-16* mutants are exacerbated. Our characterization of transposon silencing in whole animals did not reveal any substantial differences in transposon silencing in *prg-1* or *mut-16* mutants grown at 25°C compared to animals grown at 20°C. However, we limited our analysis to transposons as *prg-1* and *mut-16* mutants grown at 25°C have developmental defects that could confound differential expression results and in particular increase the likelihood of false positives caused by indirect effects on gene expression.

This study provides a valuable framework for exploring the roles of small RNAs in regulating gene expression as it relates to development, genome defense, and epigenetic inheritance in *C. elegans*. The results will likely help to uncover shared and conserved roles for small RNAs in other animals as well.

## DATA AVAILABILITY

All raw high-throughput sequencing data and counts tables described here have been deposited to the Gene Expression Omnibus (GEO) and is available under accession number GSE141243.

## Supplementary Material

gkz1178_Supplemental_Files

# Supplementary material for: Widespread roles for piRNAs and WAGO-class siRNAs in shaping the germline transcriptome of Caenorhabditis elegans
**Source:** Nucleic Acids Res. 2019 Dec 24;48(4):1811–27. doi: 10.1093/nar/gkz1178
**Supplement:** gkz1178_Supplemental_Files

Nucleic Acids Research

Supplementary Data

Widespread roles for piRNAs and WAGO-class siRNAs in shaping the germline transcriptome of *Caenorhabditis elegans*

Kailee J. Reed^{1,2}, Joshua M. Svendsen^{1,2}, Kristen C. Brown^{1,2}, Brooke E. Montgomery¹, Taylor N. Marks¹, Tarah Vijayasarathy¹, Dylan M. Parker³, Erin Osborne Nishimura³, Dustin L. Updike⁴, and Taiowa A. Montgomery^{1*}

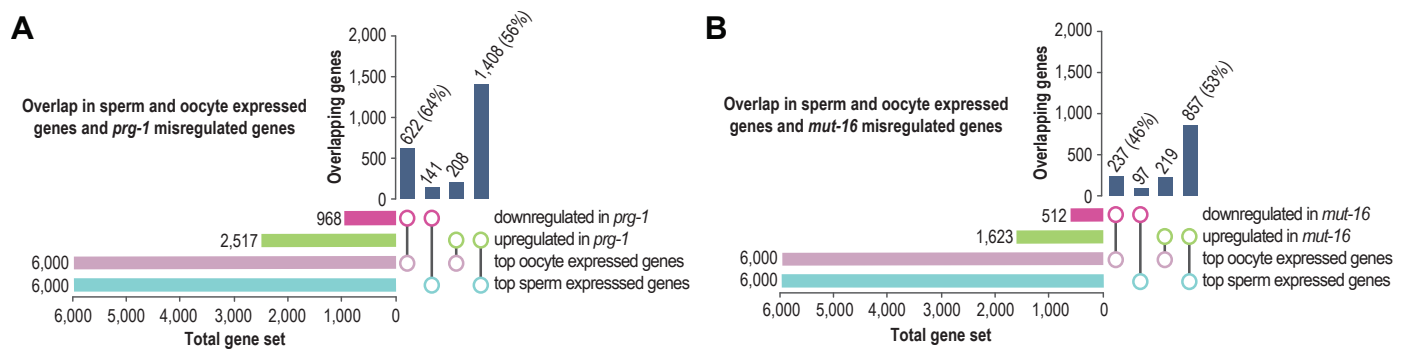

Figure S1. Misregulated gene sets in *prg-1* and *mut-16* are enriched for oocyte and sperm expressed genes. **(A)** UpSet plots display the overlap in genes upregulated or downregulated in *prg-1*(*n*4357) and the top 6,000 most highly expressed in sperm or oocytes. The percentages shown are for the gene sets downregulated or upregulated in *prg-1*(*n*4357). **(B)** UpSet plots display the overlap in genes upregulated or downregulated in *mut-16*(*pk*710) and the top 6,000 most highly expressed in sperm or oocytes. The percentages shown are for the gene sets downregulated or upregulated in *mut-16*(*pk*710).

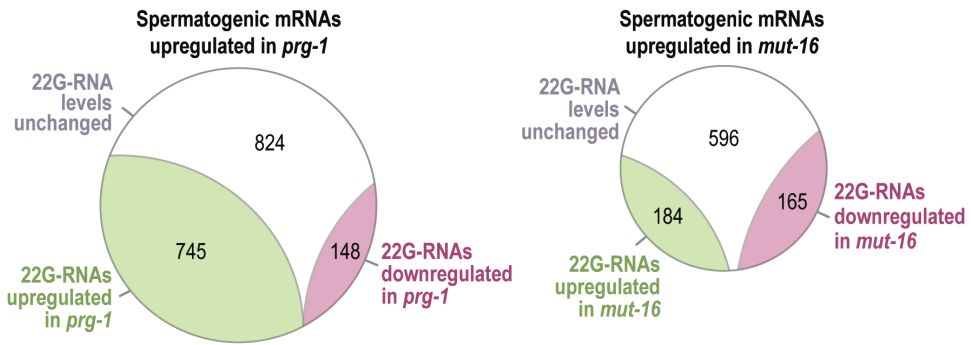

Figure S2. Changes in 22G-RNA levels from spermatogenic mRNAs upregulated in *prg-1* or *mut-16* mutants. Partial Venn diagrams display spermatogenic genes as the overlap in upregulated mRNAs in either *prg-1*(n4357) or *mut-16*(pk710) and upregulated and downregulated 22G-RNAs.

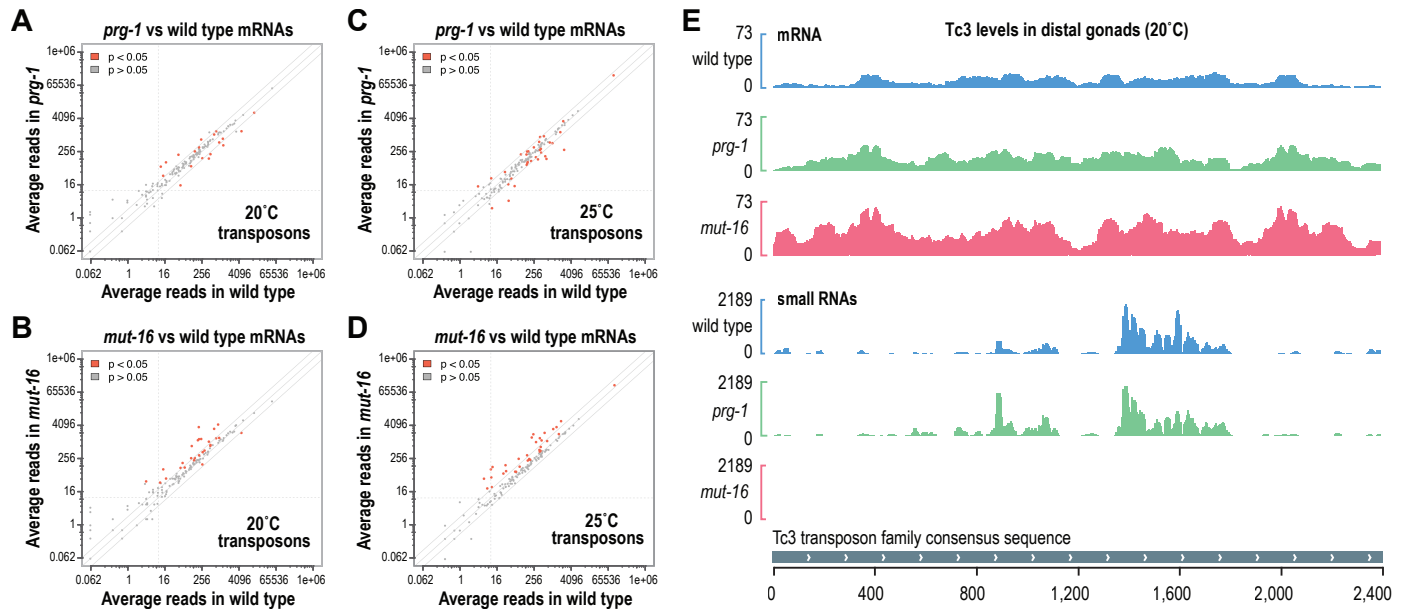

Figure S3. Transposon misexpression in *prg-1* and *mut-16* mutant whole animals. **(A)** Each transposon family (152 total) is plotted as a function of mRNA reads in *prg-1*(n4357) (y-axis) vs wild type (x-axis) from whole animals grown at 20°C. **(B)** Each transposon family (152 total) is plotted as a function of mRNA reads in *prg-1*(n4357) (y-axis) vs wild type (x-axis) from whole animals grown at 25°C. **(C)** Each transposon family (152 total) is plotted as a function of mRNA reads in *mut-16*(pk710) (y-axis) vs wild type (x-axis) from whole animals grown at 20°C. **(D)** Each transposon family (152 total) is plotted as a function of mRNA reads in *mut-16*(pk710) (y-axis) vs wild type (x-axis) from whole animals grown at 25°C. **(E)** mRNA and small RNA read distribution across the Tc3 transposon consensus sequence in wild type animals and *prg-1*(n4357) and *mut-16*(pk710) mutants. Data is from distal gonads dissected from animals grown at 20°C.

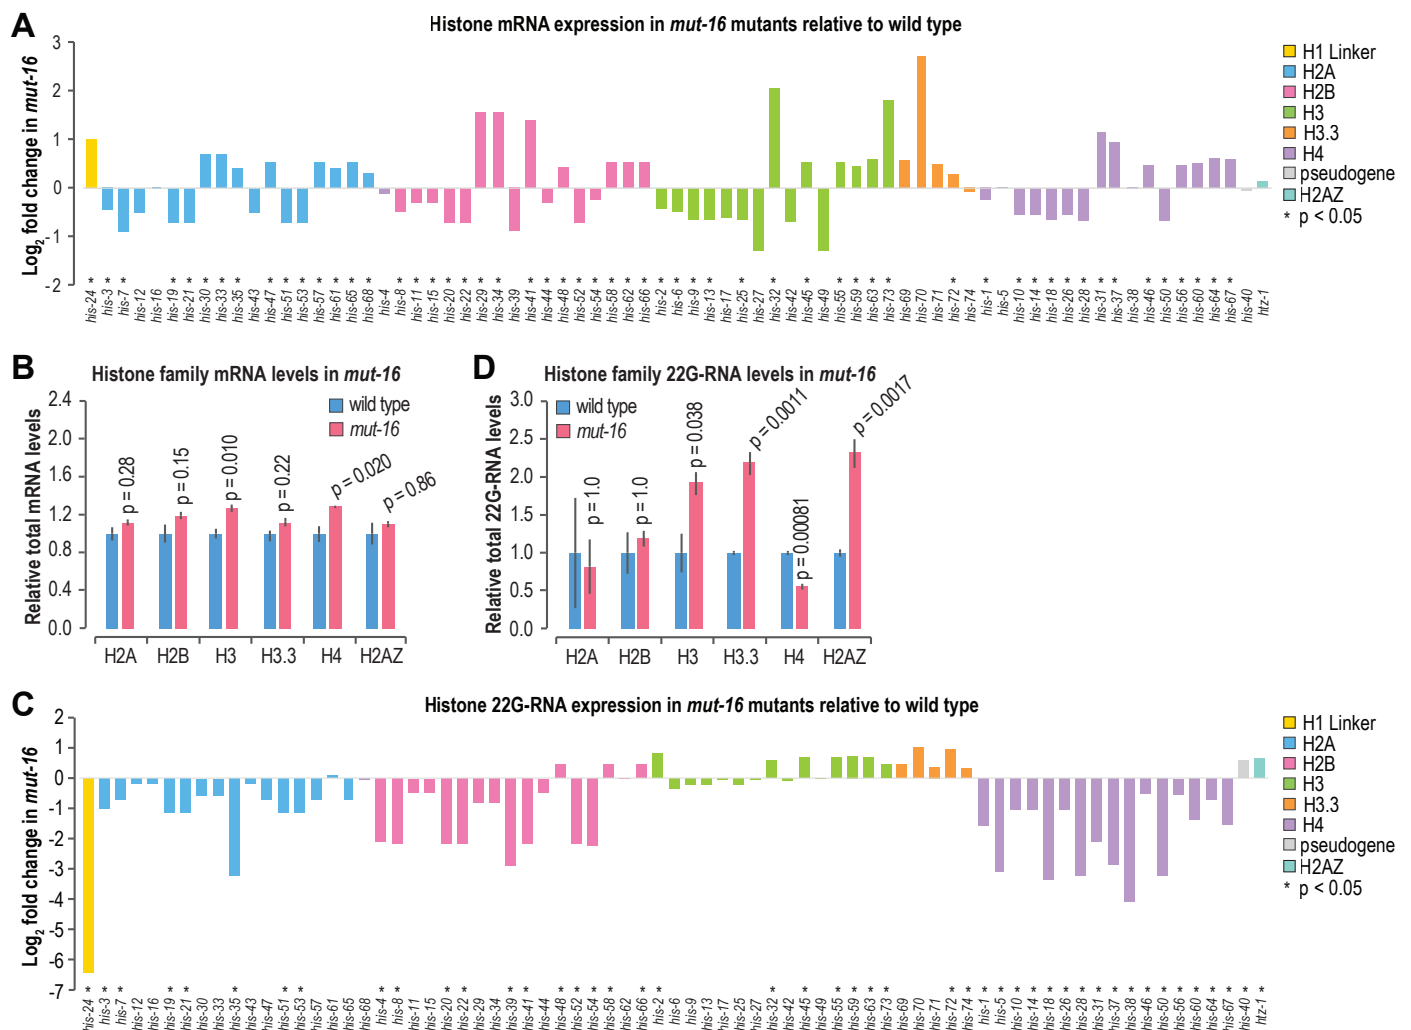

Figure S4. Histone misexpression in *mut-16* mutants. **(A)** Bar plot displaying each histone gene as a function of its log₂-fold change in mRNA expression in *mut-16(pk710)* mutants relative to wild type. Bars are colored by histone family as indicated in the key. **(B)** Total histone family mRNA levels in *mut-16(pk710)* mutants relative to wild type animals. Error bars show standard deviation (n = 3 biological replicates). **(C)** Bar plot displaying each histone gene as a function of its log₂-fold change in 22G-RNA expression in *mut-16(pk710)* mutants relative to wild type. Bars are colored by histone family as indicated in the key. **(D)** Total histone family 22G-RNA levels in *mut-16(pk710)* mutants relative to wild type animals. Error bars show standard deviation (n = 3 biological replicates).

How the deposited data were processed for this re-analysis (not part of the article)

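The mRNA, small RNA and transposon tables hold normalized signal values as deposited by the authors. For mRNAs the authors trimmed reads with Trimmomatic 0.35, aligned them with STAR 2.5.0a and counted them per gene with RSEM 1.3.0. For small RNAs they mapped reads to the genome with CASHX 2.3 and to transposon consensus sequences with Bowtie2 (2.3.4.1 in the processing notes), and counted features with Perl scripts of their own and SAMtools 1.6. The authors name DESeq2 1.18.1 for differential expression, and the paper does not state how the deposited values were scaled. No reads were aligned again.

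The 6 deposited tables hold 39 libraries in 13 groups of 3. Wild type gonad libraries appear in 2 tables of each assay, scaled apart, so values were never compared across tables. The 9 gonad libraries of wild type, *prg-1* and *mut-16* share 1 fit per assay. The 6 libraries of wild type gonads and whole animals share another. Transposon families were fitted per temperature with 9 whole animal libraries each.

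The plan was for tests on read counts, and the tables hold no unscaled counts. The fallback written in the plan was used throughout: limma 3.58.1 with a mean-variance trend and robust moderation, on log2 of the value plus 1. A feature was tested when its value reached 10 in at least 3 libraries of the fit. A call needs a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.3, the thresholds of the paper. Fold changes of features near 0 depend on the added 1. Where 0 features are called, the count without the fold threshold is given.

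In the small RNA tables every value of a library used for this is a whole multiple of 1 step, to within 0.01 of a read, so reads could be worked back. Count tests (edgeR 4.0.16 and DESeq2 1.42.0) were run on those reads as alternatives added after the values were seen. *prg-1* replicate 1 is left out of them, because its step is too close to 1 to be told from rounding. The recovered reads came to 505952 to 1642602 per whole animal library, 4215264 to 7051210 per wild type gonad library, 2317176 to 3012349 per *mut-16* library and 2872222 to 4807115 in the 2 *prg-1* libraries.

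Settings written down in advance to set beside the first choice were RLE scaling, library totals made equal, no low-value filter, a mean normalized count over 1 as filter, no fold threshold, a replicate block, only the 2 groups compared, and each library left out in turn. For mutant small RNAs, scaling by TMM (the trimmed mean of M values) over miRNAs only was also planned. Other pseudocounts (0.5 and 5), TMM over all features, and RLE scaling of mutant small RNAs taken without piRNAs were added after the values were seen. The design, the thresholds, the gene lists, the settings written down in advance and the outcomes that would count for or against each explanation were fixed before the data were examined, except the outcomes for the RLE scaling without piRNAs, the freed piRNA share, the changes relative to all other mRNAs and the H3 total, which were written after.

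Replicate numbers were tried as a block because the sources do not say whether replicates were prepared together. Residuals of equal replicate number correlate by 0.124 to 0.547 between wild type and *mut-16* gonad mRNA, by 0.214 to 0.249 between wild type and *mut-16* whole animals at 20°C, and by 0.131 to 0.308 between *mut-16* and *prg-1* whole animals at 20°C. No other pair of groups had all 3 correlations over 0.1. The paired fit is therefore an alternative and not the first choice.

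Gene names come from the RefSeq table of assembly WBcel235, which holds 21438 of 22844 mRNA features (93.8%) and 92.1% of the 22G-RNA loci. Features were classed as miRNA, piRNA, CSR-1-class and WAGO-class as in the deposited annotation, where the labels are miRNA, piRNA, csr and mut. Histone family totals are sums of the members per library, put in place of the members in the same fit, and adjusted by Bonferroni over the families as in the paper. For 22G-RNAs the totals cover only the members annotated as 22G-RNA loci.

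Gene lists were tested with limma camera at a preset correlation of 0.01 and again with an estimated correlation. With the estimated correlation 0 mRNA lists keep a call in any comparison. For small RNAs camera compares a list with all other small RNAs tested. Classes lost in a mutant therefore push the other lists upward in it. The major sperm protein genes, the histone families, the chromosome II clusters and the P granule genes in the paper follow groups the study picked from these samples and are not independent evidence.

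Comparisons that share the wild type libraries were set beside 100 simulated pairs of unchanged groups measured against the same kind of shared controls. The simulated libraries were drawn independently, and for mRNAs again with a correlation of 0.343 between wild type and *mut-16* libraries of equal number, a choice made after the values were seen. So was the simulation for 22G-RNA loci alone. Correlations across genes treat genes as points, and genes are not independent replicates. The 95% intervals of shares are exact binomial intervals over features. They treat features as independent and leave out the spread between libraries.

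In a test of the workflow, values were simulated with each gene's own wild type mean and its spread between gonad mRNA replicates, and known changes were added to the *prg-1* libraries. limma found 77.6% of 1.5-fold, 91% of 2-fold and 95.5% of 4-fold changes, with 6 false calls in a table of 8775 genes. For *prg-1* small RNAs the same shares were 32.8, 61.2 and 83.3%.

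No values were available for gonad transposon families, for 22G-RNAs bound to HRDE-1, for the quantitative PCR or for predicted piRNA target sites, so those experiments have no passage. Computations used R 4.3.3 and Python 3.11.15.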

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

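The median-ratio scaling taken without piRNAs, the freed piRNA share, the muscle markers, the changes relative to all other mRNAs and the reading of the H3 total were chosen after seeing the results, the other tests of the 3 explained patterns were not, and the transposon families with opposite directions were picked out after seeing the values.

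Sperm gene mRNAs rose in *prg-1* gonads, and tissue of the proximal gonad arm carried over in dissection could raise them. The oocyte and eggshell genes, which are expressed in that arm, had a median log2 change of -0.20 (quartiles -0.31 and -0.09, 34 genes), the somatic gonad markers 0.21, and the muscle markers 1.44 with 8 of 9 higher (limma camera adjusted p = 0.000868, and adjusted p = 0.424 with an estimated correlation). The oocyte median did not rise, which was the outcome written in advance as counting against carry-over. It cannot decide, because the oocyte genes start from a median of 4310 in wild type and the major sperm protein genes from 19.1. A small share of added tissue would barely move the former. These starting levels were not part of the outcome written in advance. Carry-over therefore stays open. Equal library totals (median 4.85, 4.66 to 5.16) move the median of all mRNAs by only -0.03 and so test nothing, but a wrong factor per library would move all mRNAs alike and is unlikely, since relative to all other mRNAs the major sperm protein genes changed by 4.87 (3.74 to 6.11 over the 3 *prg-1* libraries). Reads shared between their copies are unlikely too, since the 57 other sperm genes had a median of 4.83 (4.16 to 5.08).

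Core histone mRNAs fell in *prg-1* gonads, and fewer replicating germ cells could lower them. The 26 DNA replication and cell cycle genes had a median change of -0.13 (-0.16 to -0.04), above the -0.38 that a 1.3-fold loss would give. This was the outcome written in advance as counting against that explanation. It cannot decide, because the distal arms hold mitotic and meiotic germ cells, and these samples do not show in which of them these genes are expressed. A loss of replicating cells therefore stays open. The same genes were lower as a list (limma camera adjusted p = 0.00117, and adjusted p = 0.157 with an estimated correlation), and the H3 total fell by only -0.27 (SE 0.07). Shared reads between copies are unlikely, since the summed H2A total changed by -0.75 and 3 of 4 family totals fell by at least 1.3-fold. Equal library totals hardly move the median of the 62 core loci (-0.84, -2.21 to 0.07, against -0.81 as deposited) or of all mRNAs and test nothing, while a wrong factor per library is unlikely, since relative to all other mRNAs these loci changed by -0.72 (-0.87 to -0.64 over the 3 *prg-1* libraries).

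Small RNAs higher in *prg-1* gonads may reflect library composition after the loss of piRNAs. The planned test, scaling from miRNAs alone, left 125 higher in place of 1228, the outcome written in advance as favoring that explanation, but it is void here because this scaling moves the median of all small RNAs by -1.23 whatever the piRNAs do. With median ratios taken without piRNAs, chosen after seeing that result, 1165 remained higher. piRNAs made up 3.30% of the wild type values and 0.03% of the *prg-1* values, a freed share worth a log2 rise of 0.05 where a call needs 0.38, so these 2 routes are unlikely to account for most of the higher calls. Equal library totals left 537 higher, and which scaling is right was left open, because these libraries cannot show whether miRNAs keep their level.

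With 3 libraries against 3 there are only 10 splits, so a share under 0.05 is not possible. In every comparison 1 of 10 splits, the real one, reached the number of calls. The real split gave 10032 mRNA and 3962 small RNA calls for gonads against whole animals, 3011, 2001 and 1530 mRNA calls for *prg-1*, *mut-16* and the 2 mutants against each other, and 5026 and 4603 small RNA calls for *prg-1* and *mut-16*. For transposon families it gave 20 and 33 calls at 20°C and 37 and 37 at 25°C. The highest count in any other split was 1 for the mRNAs of either mutant against wild type and 0 elsewhere.

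Some transposon families moved in opposite directions at 20°C and 25°C, with all 3 mutant libraries on the same side of the wild type mean at each temperature. In *prg-1* whole animals CELE46A changed by 0.44 and -0.53, CER15-I by -0.82 and 0.47, CER6-I by 2.17 and -0.75, and MIRAGE1 by 0.40 and -0.96. In *mut-16* whole animals CELE45 changed by -0.62 and 0.42, CER10-I by -1.24 and 0.52, CER16-I by -1.57 and 1.21, CER6-I by 1.22 and -0.80, and PALTA4 by 0.48 and -0.68. Only CER15-I in *prg-1* (adjusted p = 0.0065 and 0.0062, limma) and CER10-I in *mut-16* (adjusted p = 4.7e-06 and 0.0016, limma) had a call at both temperatures. The PALTA4 call at 25°C was lost without wild type replicate 1 (-0.55) or *mut-16* replicate 3 (-0.47). Each change was taken against wild type of the same temperature, so the changes can be set side by side, but none of these differences was tested. The gravid adults were 68 to 70 h old at 20°C and 54 h old at 25°C, so temperature cannot be told apart from hours of growth. The SE at 20°C and 25°C were 0.17 and 0.07 for MIRAGE1 in *prg-1* and 0.14 and 0.11 for CER10-I in *mut-16*. They were larger, 0.42 and 0.21, for PALTA4 in *mut-16*.

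22G-RNAs of meiotic chromosome genes had a median change of 0.29 in *prg-1* gonads, with 11 of 26 higher, 0 lower and 15 with no call, and 11 higher over the list alone (limma camera adjusted p = 1.46e-07, and adjusted p = 0.00929 with an estimated correlation). *syp-2*, which encodes a synaptonemal complex protein, was at 418 ± 23.9 against 211 ± 49.5 (1.01, adjusted p = 0.00019, limma), and *htp-1* at 5789 ± 563 against 3592 ± 188 (0.69, adjusted p = 8.9e-06, limma). Of these genes 3 had a call with library totals made equal and 5 with TMM scaling. The camera test compares the list with all small RNAs, where piRNAs (median -4.32) and WAGO-class loci (median -1.39) fell in *prg-1*. It therefore cannot tell a rise of this list from the fall of those classes. CSR-1-class loci had a median of 0.11 (quartiles -0.17 and 0.37), with 21.7% higher. The median of the list lies inside those quartiles.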

How the results depend on the processing

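TMM scaling over all features, pseudocounts of 0.5 and 5, RLE scaling taken without piRNAs, and edgeR and DESeq2 on recovered small RNA reads were chosen after seeing the results, and the other settings were not. Of the summary counts, shares and totals, 1098 values kept their direction and stayed near the first choice, 204 counts or shares moved, 5 totals were weaker, 5 stronger and 1 reversed. For named genes and list members the numbers were 6220, 268, 117, 56 and 15. The planned DESeq2 alternatives on the mRNA and transposon tables were not run, because no unscaled counts could be worked back from them. Unless a reason is given, the cause was not tested.

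Scaling mattered most for the mutant small RNAs. With TMM over miRNAs only, small RNAs higher in *prg-1* went from 1228 to 125 and lower from 3798 to 7057, and higher in *mut-16* from 1905 to 31. CSR-1-class loci higher in *prg-1* went from 770 to 21, higher in *mut-16* from 1275 to 1, and lower in *mut-16* from 307 to 1524. miRNAs higher went from 67 to 7 in *prg-1* and from 53 to 0 in *mut-16*, which follows from scaling on them. piRNAs higher in *mut-16* went from 577 to 30. The share of WAGO-class loci lower in *prg-1* went from 57.9 to 75.2%, of piRNAs from 99.5 to 99.8%, and 22G-RNA loci lower in both mutants from 1571 to 3193. The share of loci lower in *prg-1* that are lower in *mut-16* went from 86.3 to 65.7%.

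Under the same scaling the 22G-RNA changes of several genes turned to the opposite direction. The scaling moves the median of all small RNAs by -1.23 in *prg-1* and -1.02 in *mut-16*, so smaller changes turn by construction, and this says nothing of single genes. In *prg-1* these were the H4 total (-0.06), *glh-2* (-1.12), *csr-1* (-0.90), *mut-16* (-1.08), *syp-2* (-0.23), *htp-1* (-0.55), *his-72* (-0.07), *his-74* (-0.64), *htz-1* (-0.19), *hil-5* (-0.47) and *hil-4* (-0.58). In *mut-16* they were *mex-1* (-0.26), *his-72* (-0.12) and *htz-1* (-0.45). With library totals made equal, *glh-2* (0.42) and *htp-1* (0.51) turned in *mut-16*, where the median moves by 0.63. With RLE scaling taken without piRNAs, 1165 small RNAs were higher and 3829 lower in *prg-1*, and 1917 and 2698 in *mut-16*.

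Equal library totals brought small RNAs higher in *prg-1* to 537 and in *mut-16* to 5049. CSR-1-class loci higher were 213 in *prg-1* and 2957 in *mut-16*, and 79 were lower in *mut-16*. In *mut-16* 90 miRNAs and 2000 piRNAs were higher. The deposited small RNA totals had a median of 2964238 in *mut-16* and 4690846 in wild type gonads. WAGO-class loci made up 3.11 and 50.57% of them. Equal totals therefore raise all *mut-16* small RNAs alike, by 0.63 log2 at the median, and the added higher calls in *mut-16* follow by construction. WAGO-class loci lower in gonads went from 843 to 525, and the CSR-1-class share of small RNAs higher in gonads from 89.8 to 82.2%. WAGO-class loci lower in *prg-1* were 64.0%, and 61.2% of loci lower in *prg-1* were lower in *mut-16*. *mut-16*-dependent loci with higher mRNA went from 20.7 to 24.0% and with lower mRNA from 17.9 to 13.6%. The H4 mRNA total in *mut-16* was 0.39 (adjusted p = 0.0021, limma). For *mut-16*-independent loci the median mRNA value in *mut-16* went from 1962 to 1978, and its rise from -5.2 to -3.6%. Apart from the small RNA calls in *mut-16*, the cause was not tested.

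With TMM scaling, small RNAs higher came to 624 in *prg-1* and 547 in *mut-16*. CSR-1-class loci higher were 259 in *prg-1* and 262 in *mut-16*, with 582 lower in *mut-16*, where 249 piRNAs were higher. The CSR-1-class share in gonads was 87.9%, WAGO-class loci lower in *prg-1* 64.4%, and 78.9% of loci lower in *prg-1* were lower in *mut-16*. Of mRNAs lower in *prg-1*, 53.5% were lower in gonads, against 59.9% at first. *mut-16*-dependent loci with higher mRNA were 17.3% and with lower mRNA 21.8%. With TMM over the transposon families, 16 families in place of 31 were higher and 7 in place of 2 lower in *mut-16* at 20°C, and 5 in place of 2 lower at 25°C. The cause was not tested.

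Count tools on the recovered reads moved other counts. DESeq2 gave 2555 small RNAs lower in gonads in place of 1669, of which 1523 piRNAs, and 891 piRNAs higher in *mut-16*. Of all piRNAs with any recovered read, it had 27.8% lower in *prg-1*, and those without an adjusted p count as not lower in that share. edgeR gave 932 small RNAs higher in *mut-16*, with 391 CSR-1-class loci higher and 500 lower. Its CSR-1-class share in gonads was 91.4%, 91.3% of piRNAs were lower in *prg-1*, and 92.8% of loci lower in *prg-1* were lower in *mut-16*. The wider set of piRNAs counted lowers the DESeq2 share by construction. Otherwise the cause was not tested, and the *prg-1* values rest on 1 library fewer.

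Filters decide how many low features are tested. With no low-value filter 1147 piRNAs were lower in gonads, 3438 lower in *prg-1* (38.8% of those tested) and 909 higher in *mut-16*. With a mean normalized count over 1 these were 1317, 3461 (74.4%) and 961, and the CSR-1-class share in gonads 87.9%. Of mRNAs higher in *prg-1*, 69.7 and 72.5% were lower in gonads under the 2 filters, against 76.2%. Of those higher in *mut-16* 63.2% were with no filter, against 70.5%. Expressed genes changed in *prg-1* went from 22.7 to 26.3 and 26.5%. *mut-16*-dependent loci had higher mRNA in 14.9 and 17.1% and lower mRNA in 11.3 and 13.9%. More features were tested by construction.

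With no fold threshold, counts rise by construction. mRNAs lower went from 948 to 1817 in *prg-1* and from 457 to 1252 in *mut-16*, with 539 lower in both in place of 204. Between the mutants 1127 were higher in *prg-1* in place of 577 and 1476 lower in place of 953. In *mut-16* at 25°C 5 transposon families were lower, and 1191 CSR-1-class loci were higher in *prg-1*. Annotated transposons among mRNAs higher in *mut-16* alone went from 6.1 to 3.7%, and 81.5% of loci lower in *prg-1* were lower in *mut-16*. The shares lower in gonads became 64.1% of mRNAs higher and 35.9% of those lower in *prg-1*, and 57.7% of those higher and 19.4% of those lower in *mut-16*, the last from 37.6%. Expressed genes changed in *prg-1* were 31.9%.

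With a pseudocount of 5, 948 piRNAs were higher in *mut-16*, and 64.8% of WAGO-class loci and 98.7% of piRNAs were lower in *prg-1*. With only the 2 groups compared, 65.8% of WAGO-class loci were lower in *prg-1*, 87.9% of loci lower in *prg-1* were lower in *mut-16*, and 20.3% of expressed genes changed. Annotated transposons among mRNAs higher in *prg-1* alone went from 0.7 to 0.0%, and *mut-16*-dependent loci had higher mRNA in 23.7% and lower in 22.4%. With a replicate block, 21.9% of expressed genes changed in *prg-1*. The cause was not tested.

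With the estimated correlation, lists called by camera went from 14 to 0 for mRNAs in gonads against whole animals, 14 to 0 in *prg-1*, 10 to 0 in *mut-16* and 10 to 0 between the mutants. For small RNAs they went from 14 to 4, from 11 to 2 in *prg-1* and from 11 to 3 in *mut-16*. That estimate is made per list from few libraries.

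For *mut-16*-dependent loci, a 2-fold 22G-RNA threshold gave 22.7% with higher mRNA, and a 1.3-fold mRNA threshold 18.6% higher and 12% lower. The squared correlations of 0.04 and 0.40 for dependent and independent loci became 0.03 and 0.39 with a pseudocount of 1, 0.02 and 0.38 over all loci with at least 1 read in both assays, and 0.09 and 0.42 with the deposited classes. With those classes the median mRNA values were 28.8 in wild type and 35.6 in *mut-16* for dependent loci, 2043 and 1936 for independent loci, and the independent median 22G-RNA level 69.6 rpm. With a minimum of 20 rpm, 35.8% of loci were dependent, their medians were 33.4, 43.1 and 71.8 rpm, and the independent medians 2240, 2117 and 79.3 rpm. The cause was not tested.

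Leave-one-out fits have fewer libraries by construction. mRNAs higher in *mut-16* ran from 670 to 1542, higher in both mutants from 430 to 1245, lower in both from 127 to 211, and higher in *prg-1* than in *mut-16* from 374 to 966. The ratio of calls in *prg-1* to those in *mut-16* ran from 1.38 to 3.01, and expressed genes changed in *prg-1* from 20.3 to 23.3%. Transposon families higher in *prg-1* at 20°C ran from 4 to 14, and lower in *mut-16* from 2 to 4 at 20°C and from 1 to 5 at 25°C. In *mut-16* miRNAs higher ran from 33 to 63 and piRNAs higher from 317 to 987. The CSR-1-class share in gonads ran from 86.4 to 92.6%, and in *prg-1* WAGO-class loci lower from 55.8 to 57.8% and piRNAs from 98.8 to 99.2%.

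In leave-one-out fits the shares lower in gonads ran from 62.9 to 78.7% of mRNAs higher and 54.2 to 61.0% of those lower in *prg-1*, and from 49.7 to 74% and 26.1 to 37.6% in *mut-16*. Core histone loci lower in *mut-16* ran from 12 to 19. The histone totals ran from -0.56 to -0.32 (H2B) and -0.49 to -0.36 (H4) in *prg-1*, and from 0.32 to 0.39 (H3) and 0.30 to 0.43 (H4) in *mut-16*. *mut-16*-dependent loci had higher mRNA in 15.4 to 18.6% and lower in 9.8 to 13.2%, and abundant ones lower in 8.3 to 9.9%.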

Differences from the paper's values

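Count tests on recovered reads and TMM scaling over all features were chosen after seeing the values. A value within 1.5-fold of the paper's is counted below as not differing.

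piRNAs lower in gonads than in whole animals numbered 670, against the paper's 1523, both at an adjusted p below 0.05 and 1.3-fold. Of the alternatives set beforehand, no low-value filter (1147) and a mean normalized count over 1 (1317) come within 1.5-fold of the paper's value. RLE scaling (670), library totals made equal (559), a replicate block (649), no fold threshold (670) and each library left out in turn (573 to 711) do not. DESeq2 on the recovered reads, chosen after seeing the values, gave 1523 and edgeR 909. Table S5 is at hand for the first 1998 of its 2399 entries, which hold 1469 piRNAs. DESeq2 on the recovered reads drops 5 of them, edgeR drops 703, and 882 have no call here.

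The share of annotated transposons among mRNAs higher in *mut-16* alone was 6.1% (21 of 344, 95% interval 3.8-9.2%), against the paper's 10%. It comes within 1.5-fold with a mean normalized count over 1 (6.8%), or without wild type replicate 1 (6.9%), 2 (7.1%) or 3 (6.9%) or *mut-16* replicate 1 (6.8%) or 2 (6.7%). It stays further off with RLE scaling, a replicate block or no low-value filter (6.2% each), library totals made equal (5.4%), only the 2 groups compared (4.2%), no fold threshold (3.7%), without *mut-16* replicate 3 (6.1%), and without *prg-1* replicate 1 (5.8%), 2 (6.4%) or 3 (6.5%).

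The squared correlation of 22G-RNA and mRNA levels was 0.04 over *mut-16*-dependent loci, against the paper's 0.29, and 0.40 over *mut-16*-independent loci, against the paper's 0.70. Every alternative of the squared value differs for both classes. The values were 0.03 and 0.39 with a pseudocount of 1, 0.02 and 0.38 over all loci with at least 1 read in both assays, and 0.09 and 0.42 with the deposited classes. With library totals made equal they stayed at 0.04 and 0.40, but a factor per library can hardly move such a correlation. The rpm minimum was not applied to the correlations. Unsquared, the correlations were 0.21 and 0.64, and by rank 0.18 and 0.59. These are other measures and cannot be set against the paper's squared values. The higher value belongs to the *mut-16*-independent loci in both accounts. The sets of loci also differ, with annotated 22G-RNA loci here and annotated coding genes in the paper.

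The paper finds 2 core histone totals, H2A and H4, lower in *prg-1* after Bonferroni correction of *t*-tests. Here H2B (-0.42, Bonferroni-adjusted p = 0.035, limma) and H3 (-0.27, Bonferroni-adjusted p = 0.025, limma) pass as well. It reports no change of the core totals in *mut-16*, where H3 (0.35, Bonferroni-adjusted p = 0.0034, limma) and H4 (0.37, Bonferroni-adjusted p = 0.004, limma) rose by less than 1.3-fold, and H2A (0.16) and H2B (0.26) did not pass.

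The paper lists *mex-1* as lower in *prg-1*, where it changed by -0.37 with no call, just short of the fold threshold. It has a call with library totals made equal (-0.40), with TMM scaling chosen after seeing the values (-0.44), and without wild type replicate 2 (-0.45) or 3 (-0.39) or *prg-1* replicate 1 (-0.40) or 2 (-0.39). *eri-6/7* is given as strongly lower in *mut-16*. *eri-7* fell by 2.86 on the log2 scale and *eri-6* changed by 0.08 (adjusted p = 0.4, limma).

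22G-RNAs of the H1-like genes are described as little changed in *mut-16*. Those of *hil-8* (-7.25) and *hil-3* (-5.90) were nearly lost, and *hil-4* and *hil-5* had no call.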

Other observations

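CER10-I, MIRAGE1, *inx-9* and *unc-54* were picked out after seeing their values, and the list tests were not. CER10-I, the LTR family with opposite directions in *mut-16*, was at 1248 ± 99.6 against 5209 ± 1020 in *prg-1* whole animals at 20°C (-2.05). MIRAGE1 was at 3538 ± 374 against 217 ± 45.0 in *mut-16* at 20°C (4.03, adjusted p = 5.1e-11, limma) and at 3237 ± 127 against 976 ± 57.0 at 25°C (1.73, adjusted p = 1.5e-14, limma). The gap junction gene *inx-9* was higher in gonads of both mutants, at 429 ± 29.3 in *prg-1* (0.67, adjusted p = 0.0016, limma) and 450 ± 74.2 in *mut-16* (0.72, adjusted p = 0.0018, limma) against 270 ± 7.9. The muscle myosin gene *unc-54* was at 682 ± 342 against 205 ± 40.0 in *prg-1* gonads (1.64, adjusted p = 0.0054, limma).

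LTR families in *mut-16* whole animals were 14 higher and 1 lower of 27 at 20°C and 15 higher and 0 lower of 30 at 25°C. In *prg-1* they were 4 higher and 6 lower at 20°C and 5 higher and 11 lower at 25°C. Mariner/Tc1 families in *mut-16* were 6 higher and 0 lower of 13 at 20°C and 7 higher and 1 lower of 13 at 25°C. Annotated pseudogenes in the gonad mRNA table were 72 higher and 31 lower of 231 in *prg-1*, and 58 higher and 20 lower in *mut-16*.

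Gene lists not named at a claim, gonads against whole animals, are given as higher, lower and no call, with the median log2 change and the limma camera adjusted p. Counts adjusted over the list alone are the same unless given, and with an estimated correlation no list in this part keeps a call except the CSR-1-class loci. Sperm genes other than msp: 2, 45 and 1 of 48 (-2.64, adjusted p = 0.0575). Sex determination: 9, 1 and 7 of 17 (0.39, adjusted p = 0.000237). P granule components: 13, 0 and 8 of 21 (0.52, adjusted p = 3.49e-05). DNA replication: 19, 0 and 7 of 26 (0.50, adjusted p = 7.26e-08). Small RNA pathway: 42, 6 and 12 of 60 (0.55, adjusted p = 4.6e-10). Ribosomal proteins: 56, 1 and 4 of 61, with 57 higher adjusted over the list alone (0.79, adjusted p = 2.77e-15). Hypodermis: 1, 10 and 0 of 11 (-6.61, adjusted p = 0.0102). Neuron: 0, 13 and 2 of 15 (-4.97, adjusted p = 0.006). Somatic gonad: 2, 6 and 3 of 11 (-0.85, adjusted p = 0.594). Heat shock: 2, 12 and 4 of 18 (adjusted p = 0.594). For small RNAs the miR-35 family had 0, 10 and 2 of 12 (-2.70, adjusted p = 1.83e-05).

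mRNA lists in *prg-1* gonads, in the same order of values: meiotic chromosome genes 0, 0 and 29 of 29 (-0.04, limma camera adjusted p = 0.75), with 7 called without the fold threshold. DNA replication 0, 1 and 25 of 26 (limma camera adjusted p = 0.00117). Small RNA pathway 9, 3 and 48 of 60 (limma camera adjusted p = 0.669). Ribosomal proteins 4, 0 and 58 of 62, with 2 higher adjusted over the list alone (0.14, limma camera adjusted p = 0.00185). Intestine 0, 0 and 7 of 7 (0.61, limma camera adjusted p = 0.555), with 0 called without the fold threshold. Hypodermis 2, 0 and 3 of 5 (0.83), neuron 2, 0 and 6 of 8 (0.46), somatic gonad 1, 0 and 9 of 10, and heat shock 2, 1 and 13 of 16 (0.87, limma camera adjusted p = 0.54). In *mut-16* gonads the small RNA pathway had 4, 7 and 49 of 60 (-0.06, limma camera adjusted p = 0.0147), ribosomal proteins 1, 0 and 61, sex determination 2, 1 and 15, DNA replication 0, 0 and 26, with 8 called without the fold threshold, and intestine 0, 0 and 7 (-0.50), with 0 called without it.

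Between the mutants, *prg-1* against *mut-16*, H2A had 0, 16 and 1 of 17 (-1.19, limma camera adjusted p = 1.17e-11), H2B 0, 13 and 3 of 16 (14 lower adjusted over the list alone), H3 0, 9 and 4 of 13, and H4 0, 15 and 1 of 16. The P granule genes in the paper had 0, 5 and 0 of 5 (-0.72, limma camera adjusted p = 0.000151). For *prg-1* small RNAs the miR-35 family had 6, 0 and 7 of 13 (0.84), with 4 higher adjusted over the list alone. The 3555 CSR-1-class loci had 770, 433 and 2352 (0.11), with 747 and 414 adjusted over the list alone, and the 98 miRNAs 67, 3 and 28 (1.31), with 69 and 3. In *mut-16*, 22G-RNAs of oocyte genes had 15, 0 and 16 of 31 (0.35, limma camera adjusted p = 3.86e-05), muscle genes 0, 2 and 0 of 2 (-6.10), neuron genes 0, 5 and 0 of 5 (-2.38), and the miR-35 family 3, 0 and 10 of 13, with 0 higher adjusted over the list alone. The camera test of the oocyte genes is against all small RNAs, where WAGO-class loci fell (median -5.58). CSR-1-class loci in *mut-16* had a median of 0.29 (quartiles 0.01 and 0.49), with 35.9% higher. In *mut-16* the miRNAs had 53, 1 and 44 of 98, with 49 and 1 adjusted over the list alone, and piRNAs 577, 3 and 1404 of 1984 (0.88), with 57 and 3. The 577 ran from 317 to 987 with each library left out in turn, and was 2000 with library totals made equal, 249 with TMM scaling and 30 with TMM over miRNAs only. No hypothesis was tested on these values.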
